# Seasonal Changes in Bacterial and Archaeal Gene Expression Patterns across Salinity Gradients in the Columbia River Coastal Margin

**DOI:** 10.1371/journal.pone.0013312

**Published:** 2010-10-13

**Authors:** Maria W. Smith, Lydie Herfort, Kaitlin Tyrol, Dominic Suciu, Victoria Campbell, Byron C. Crump, Tawnya D. Peterson, Peter Zuber, Antonio M. Baptista, Holly M. Simon

## Abstract

Through their metabolic activities, microbial populations mediate the impact of high gradient regions on ecological function and productivity of the highly dynamic Columbia River coastal margin (CRCM). A 2226-probe oligonucleotide DNA microarray was developed to investigate expression patterns for microbial genes involved in nitrogen and carbon metabolism in the CRCM. Initial experiments with the environmental microarrays were directed toward validation of the platform and yielded high reproducibility in multiple tests. Bioinformatic and experimental validation also indicated that >85% of the microarray probes were specific for their corresponding target genes and for a few homologs within the same microbial family. The validated probe set was used to query gene expression responses by microbial assemblages to environmental variability. Sixty-four samples from the river, estuary, plume, and adjacent ocean were collected in different seasons and analyzed to correlate the measured variability in chemical, physical and biological water parameters to differences in global gene expression profiles. The method produced robust seasonal profiles corresponding to pre-freshet spring (April) and late summer (August). Overall relative gene expression was high in both seasons and was consistent with high microbial abundance measured by total RNA, heterotrophic bacterial production, and chlorophyll *a*. Both seasonal patterns involved large numbers of genes that were highly expressed relative to background, yet each produced very different gene expression profiles. April patterns revealed high differential gene expression in the coastal margin samples (estuary, plume and adjacent ocean) relative to freshwater, while little differential gene expression was observed along the river-to-ocean transition in August. Microbial gene expression profiles appeared to relate, in part, to seasonal differences in nutrient availability and potential resource competition. Furthermore, our results suggest that highly-active particle-attached microbiota in the Columbia River water column may perform dissimilatory nitrate reduction (both dentrification and DNRA) within anoxic particle microniches.

## Introduction

The Columbia River and its tributaries, with a drainage basin of 660,480 km^2^, represent the second-largest freshwater discharge in the United States [1], [2]. Due largely to snow melt in the spring, discharge fluctuates seasonally from the highest volumes in April through June to the lowest in September and October. The Columbia River has a profound influence on biogeochemical processes in the coastal ocean through the delivery of nutrients in a massive plume that during times of high discharge reaches dozens to hundreds of kilometers from the river mouth [2]–[4]. We refer in this paper to the Columbia River coastal margin (CRCM) as the continuum between the river, the estuary, the plume and the host continental shelf of the Eastern North Pacific Ocean.

The Columbia River estuary is characterized by a strong tidal cycle, high turbidity, and vertical stratification varying in strength with the tides and river discharge [4]–[7]. Estuarine waters contain biological and chemical gradients established by the mixing of freshwater and seawater [4], [8] that are thought to deeply influence the composition of natural bacterioplankton communities [9]. A productive detrital food web is driven by heterotrophic bacterioplankton, and is based on allochthonous organic material and freshwater phytoplankton that develop seasonally in river impoundments [10]. Tidally-driven estuarine turbidity maxima (ETM) events trap and re-suspend both mineral and organic particles transported through the estuary and extend their residence time several-fold [8], [11]–[13]. As a result, particle-attached bacteria trapped in the estuary by ETM account for approximately 90% of the heterotrophic bacterial activity in the water column [13]. Thus, microbial assemblages are influenced not only by water chemistry, which varies temporally as a function of season, oceanographic conditions, tidal phase and river discharge [4], but also by transport from both the river and adjacent coastal ocean.

Phylogenetic diversity of the estuarine microbial community has been analyzed for both bacteria [14] and archaea [15] using 16S rRNA gene sequence libraries. The majority of free-living estuarine bacterial sequences were found to be similar to tidal freshwater and adjacent coastal ocean environmental clones, while the particle–attached fraction contained a higher proportion (up to 75%) of uniquely estuarine clones [14]. While this particle-attached fraction is known to be more active than the free-living bacterioplankton [13], nothing is known about their specific metabolic properties.

Recent developments in molecular biological tools permit investigations of metabolic responses to fluctuating conditions without a requirement for microbial cultivation; for example, through analysis of gene expression activity. Improvements in protocols for RNA isolation and in techniques for the removal of ribosomal RNA yielded high-quality enrichments of mRNA from environmental samples in recent studies [16]–[19], and subsequent large-scale sequence analysis revealed highly expressed genes [18]. However, the associated high cost of sequencing still limits the number of samples that can be analyzed in this manner, and, therefore, also the spatial and temporal resolution that can be achieved. Alternatively, microarray-based technologies allow for the analysis of a relatively large number of samples at a fraction of the cost of sequencing. DNA microarrays are, therefore, compelling functional tools for investigating microbial transcriptional activity in the environment [20]–[22]. However, for successful microarray applications, several important issues need to be addressed, including (i) selection of representative sets of annotated functional genes, and (ii) specificity of microarray probe hybridization within the context of a large pool of unknown environmental mRNA [22].

We used DNA oligonucleotide microarrays to assess differential gene expression in bacterial and archaeal populations in response to physical and chemical gradients in the CRCM. Freshwater influx from the Columbia River and coastal upwelling from the continental shelf influence biogeochemical cycles by creating large physical and chemical gradients in the water column [12]. This study was undertaken as a first step toward understanding how microbial populations respond, at the transcriptional level, to such gradients.

For this work we employed the CombiMatrix CustomArray™ format, which, in recent studies, produced high quality gene expression data for a variety of complex clinical and field samples [22]–[27]. Using this system, we designed probes for a set of several thousand genes from bacteria and archaea that were selected from functional annotations in the Integrated Microbial Genomes (IMG) data management system of the U.S. Department of Energy Joint Genome Institute (DOE JGI; [28]). Our results indicate that bacterial and archaeal gene expression in the CRCM varied primarily with seasonality in environmental characteristics. Trends involving light, phytoplankton biomass, proximity to the river mouth, and availability of nitrate, phosphate, and dissolved organic carbon (DOC) were observed in the gene expression profiles. An association of gene expression patterns with habitat (tidal freshwater, estuary, plume, or coastal) was also observed, but could not be accounted for by salinity differences alone. The existence of stable, repeating gene expression patterns over temporal and spatial gradients suggests that expression of microbial genes may vary in predictable ways, and, therefore, may be a useful indicator of environmental change. Overall, our results indicate that the highly dynamic CRCM, which is the focus of an NSF Science and Technology Center for Coastal Margin Observation and Prediction (CMOP), is an ideal testing ground for new tools aimed at elucidating microbial metabolic responses to changing environmental conditions.

## Results and Discussion

### Geochemical characterization of CRCM water samples

Our data set consisted of 110 water samples that were collected along transects of the tidal freshwater, estuary, plume and adjacent coastal ocean (Fig. 1A) on ship-based field campaigns. Campaigns were conducted from 7 to 14 days during summer with low river discharge (August 2007), late fall (November 2007), pre-freshet early spring (April 2008), and spring freshet at record high river discharge (June 2008) (Fig 1B). A detailed analysis of the properties of CRCM waters was undertaken to provide environmental context for the gene expression data. 

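The measurements used here are those the authors recorded for the 64 water samples that went to arrays: 18 from April, 16 from June, 14 from August and 16 from November. Each water sample gives a single value per measure, used without further normalization, so errors are standard deviations (SD) between the water samples of a group. Samples were grouped by season and by zone. The freshwater baseline of a season was taken as the 2 samples absent from the 56 of Fig. 5; 1 of the 2 June samples came from Astoria and 1 of the 2 August samples from upriver, and the others from Beaver Army. The estuary held 6 samples in April, 4 in June, 8 in August and 8 in November, and the plume and ocean held 10, 10, 4 and 6. April was compared with every other season in each of the latter zones by two-sided exact permutation tests, or with 100000 permutations where the groups were too large to enumerate, and the 60 p values were adjusted together by the method of Benjamini and Hochberg. These tests take water samples as independent, though the 6 April estuary samples come from 1 station on 1 day and the 4 June ones from 1 day. Season is therefore not separated from day, station or salinity in the estuary. Relations between measures were tested within each season by permutation of r (Pearson) and rho (Spearman), as a family of 32, and r was computed again without the 2 samples farthest from the middle of the x axis. Dissolved organic carbon (DOC) of 0, recorded for 2 samples, was taken as not measured. Bacterial production is labelled in mg C in the deposited records and in µg C in the paper, whose unit is used here with the numbers unchanged.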

Physical and chemical data are plotted in Fig. 2. The X-axis indicates samples sorted (i) from left to right according to year and month starting from August 2007; (ii) then within each month by location, starting with the adjacent ocean through the plume and estuary to the tidal freshwater; and (iii) within each location, according to salinity, from high (left) to low (right). Temperature measurements showed the typical seasonal pattern, with a summer high of 20°C in the river in August, and an average of 8–10°C in spring and fall (Fig. 2A). 

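The river baseline ran from 8.915 ± 0.0354 °C in April to 11.7 ± 0.0283 °C in November, 13.4 ± 0.339 °C in June and 20.9 ± 0.0566 °C in August (SD, n = 2 per season). Estuary water was colder in April than in August (April minus August -9.55 °C, exact permutation adjusted p = 0.004995; n = 6 and 8), and plume and ocean water was colder as well (-6.55 °C, exact permutation adjusted p = 0.00999; n = 10 and 4). Estuary water averaged 18.6 ± 1.81 °C in August, 10.7 ± 2.28 °C in June, 11.45 ± 0.257 °C in November and 9.01 ± 0.206 °C in April. Salty water was the colder water in June (permutation r = -0.84, p = 5e-05, adjusted p = 2.29e-04, rho = -0.73, p = 0.00192, n = 16) and in August (permutation r = -0.85, p = 5e-05, adjusted p = 2.29e-04, rho = -0.90, p = 2e-05, n = 14), with r of -0.77 and -0.93 without the farthest samples. In April (r = -0.09, permutation p = 0.732) and November (r = -0.41, permutation p = 0.106) no such relation passed. Over all measures, 21 of the 60 comparisons of April with another season passed, and 24 had an unadjusted p under 0.05. With surface samples alone, 0 of 50 passed and 7 had an unadjusted p under 0.05, but the April estuary then has only 2 samples, so lost power cannot be told from an effect of depth.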

Oxygen concentrations varied between 7–15 mg/L, and in the river and estuary they were inversely correlated with salinity (*R^2^* of −0.86 in August, and −0.92 in both April and June). Thus, oxygen concentrations were higher in freshwater than in the estuary in all months sampled, except November. 

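Dissolved oxygen averaged 12.4 ± 0.537 mg/L in the April river baseline and 11.2 ± 1.36 mg/L in the April estuary (SD, n = 2 and 6). The corresponding values were 10.75 ± 1.38 and 7.26 ± 2.035 mg/L in June, 9.19 ± 0.424 and 7.45 ± 0.925 mg/L in August, and 7.145 ± 0.00707 and 8.10 ± 1.68 mg/L in November. Over river and estuary samples, oxygen fell with salinity in April (exact permutation r = -0.93, p = 0.00144, adjusted p = 0.00384, rho = -0.79, p = 0.0254, n = 8), June (exact permutation r = -0.93, p = 0.00278, adjusted p = 0.00681, rho = -0.99, p = 0.00556, n = 6) and August (permutation r = -0.75, p = 0.0154, adjusted p = 0.0273, rho = -0.84, p = 0.00409, n = 10). Without the 2 samples farthest along the salinity axis r was -0.90, -0.83 and -0.96. In November no relation passed (permutation r = -0.27, p = 0.443, adjusted p = 0.489, rho = -0.36, p = 0.300, n = 10; r = 0.44 without those samples). The June relation is lost when the plume and ocean samples are added (r = −0.27, adjusted p = 0.385), and the August relation is lost with them (r = −0.14, adjusted p = 0.704) or with the estuary alone (r = −0.65, adjusted p = 0.134). Sample 263 of the April estuary is recorded at 5.7 PSU, used here, and named 1 PSU; with the salinity of its name the April r is -0.92 (adjusted p = 0.00884) and rho -0.69 (p = 0.0645). Estuary oxygen was higher in April than in August by 3.79 mg/L (exact permutation adjusted p = 0.004995), than in June by 3.98 mg/L (adjusted p = 0.0272) and than in November by 3.14 mg/L (adjusted p = 0.01865). The estuary samples of the seasons were not matched for salinity, and those of April come from 1 station on 1 day.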

(Fig. 2A, 2B). This observation may be explained, in part, by release of oxygen during photosynthesis and growth by freshwater phytoplankton in the river.

**Figure 1:**
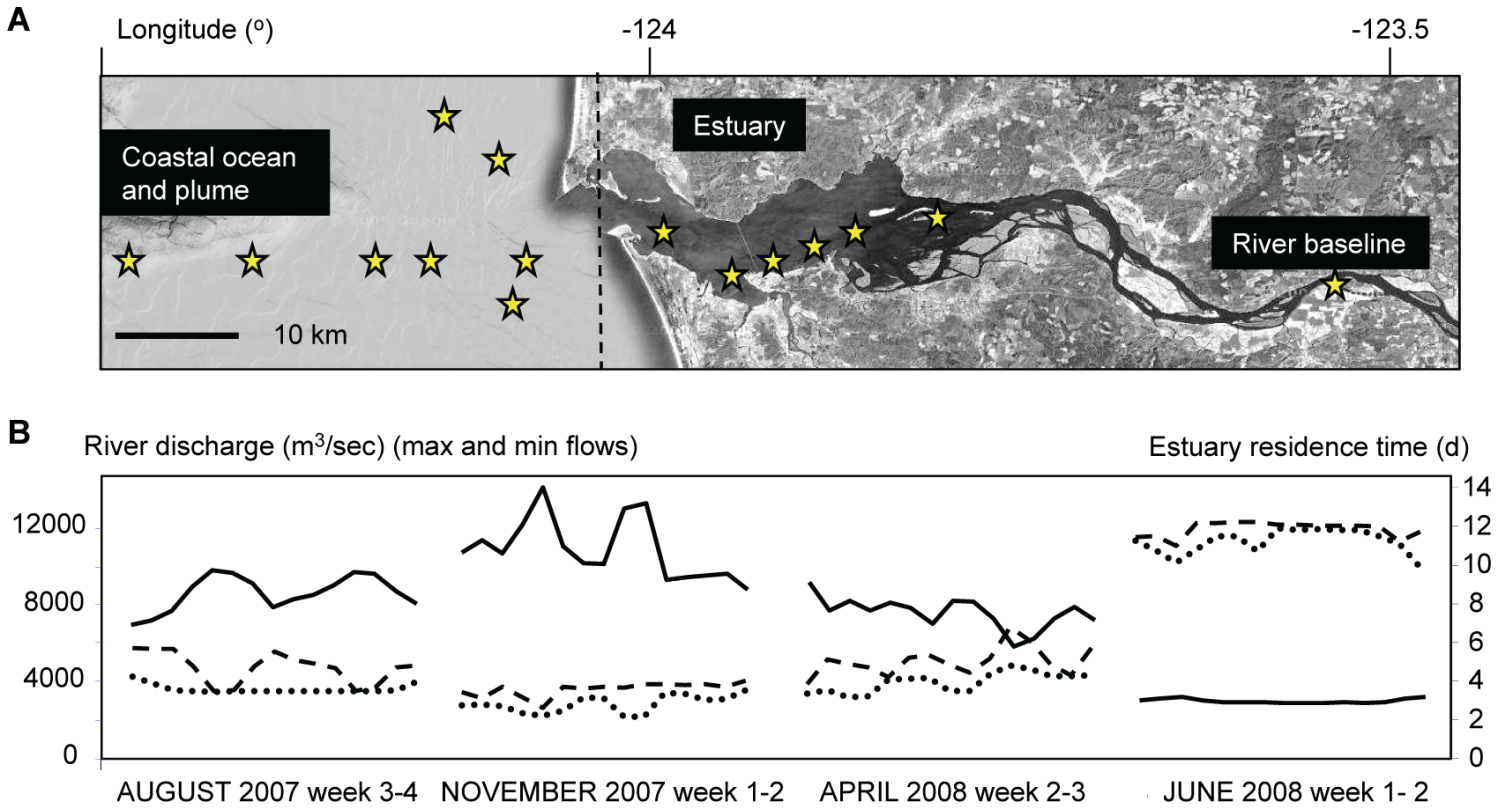
Characterization of the Columbia River coastal margin. (**A**) Sampling locations (indicated as stars) along the CRCM transects. (**B**) Columbia River daily water discharge (dashed and dotted lines indicate minimum and maximum values, respectively), and estuary residence times (solid line), calculated based on U.S. Geologic Survey's National Stream Water Quality Network data collected at Bonneville Dam. Residence times are defined as R = V/(86400*Q), where R is the residence time in days, V is the volume of the estuary in m^3^ relative to mean sea level (defined from Beaver Army to the mouth), and Q is the river discharge in m^3^s^−1^. The data correspond to the 2-week long sample collection times for each month.

**Figure 2:**
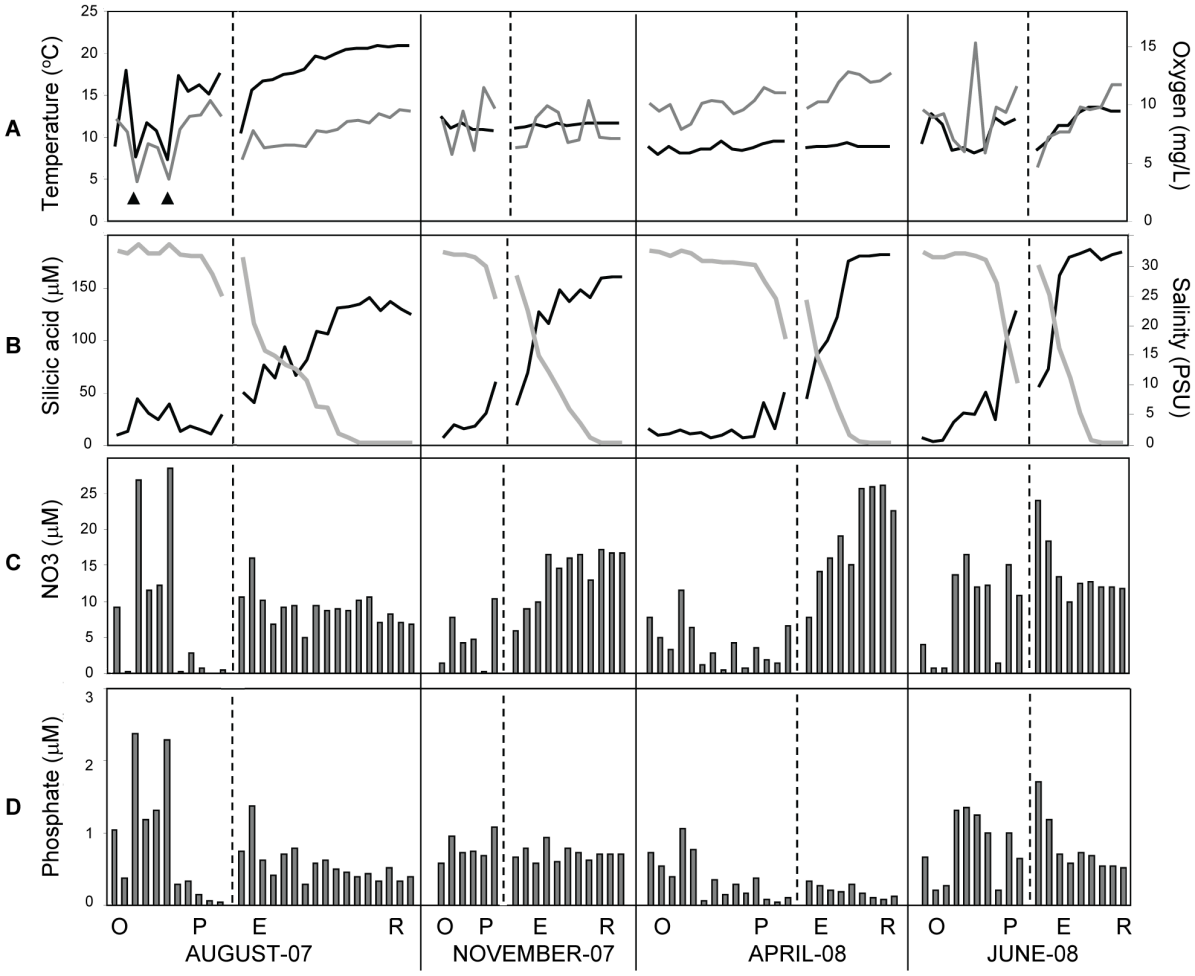
Selected physical and chemical characteristics corresponding to the seasonal sample sets collected for microarray analysis. In all graphs, the X-axis indicates samples sorted first from left to right, according to year and month starting from August and November, 2007, then April and June, 2008; second, within each month by location, starting with the coastal ocean through the plume and estuary to the river; and third, according to salinity within each location, from high (left) to low (right). (**A**) Temperature (black line) and oxygen concentration (gray line); (**B**) Silicic acid concentration (black line) and salinity (gray line); (**C**) and (**D**), nitrate and phosphate concentrations, respectively. Black vertical lines divide seasons, dashed vertical lines within each season divide the ocean (O) and plume (P) from estuary (E) and river (R) samples. The months in which sampling occurred are indicated below.

### Nutrients

Seasonally-fluctuating discharge volumes in the Columbia River are accompanied by changes in concentrations of macronutrients and organic detritus. Among major rivers, the Columbia River is unusual in being silicic acid rich and nitrate poor during the summer months, with nitrate concentrations of only 2–10 µM in June and July [29], [30]. This is in contrast, for example, to the Mississippi River, in which summertime nitrate concentrations have been measured at >100 µM [31]. Our measurements were consistent with previous monthly analyses of nitrate and silicic acid at the Beaver Army Terminal station (River Mile 53) by the US Geological Survey over the last decade [4]. 

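Silicic acid, the nutrient diatoms build their shells from, averaged 182 ± 0.0566 µM in the April river baseline, 178.5 ± 3.53 µM in June, 131 ± 8.94 µM in August and 159.8 ± 1.17 µM in November (SD, n = 2 each). It fell with salinity in every season: April (permutation r = -0.98, p = 1e-05, adjusted p = 6.40e-05, rho = -0.93, p = 1e-05, n = 18), June (permutation r = -0.96, p = 1e-05, adjusted p = 6.40e-05, rho = -0.90, p = 2e-05, n = 16), August (permutation r = -0.97, p = 1e-05, adjusted p = 6.40e-05, rho = -0.93, p = 1e-05, n = 14) and November (permutation r = -0.98, p = 1e-05, adjusted p = 6.40e-05, rho = -0.95, p = 1e-05, n = 16). A p of 1e-05 is the smallest these permutations can give. Without the 2 samples farthest along the salinity axis r was -0.98, -0.94, -0.99 and -0.97, in the same order. Over all 64 samples r was −0.938.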

The silicic acid concentration in the river was high during all seasons and was inversely correlated (*R^2^* = −0.93) with water salinity (Fig. 2B), similar to previous observations [29]. Typical summer nitrate concentrations (∼7 µM) were observed for river water samples collected in August 2007 (Fig. 2C). 

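Nitrate in the August river baseline averaged 7.57 ± 1.09 µM (SD, n = 2), against 12.0 ± 0.00707 µM in June, 17.0 ± 0.219 µM in November and 24.5 ± 2.50 µM in April. In the estuary it averaged 9.915 ± 3.01 µM in August (n = 8) and 16.3 ± 5.875 µM in April (n = 6); the April excess of 6.41 µM had an unadjusted exact permutation p of 0.0193 and an adjusted p of 0.0527.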

In winter, nitrate concentrations can be as high as 50 µM, coincident with high winter rainfall and high flow from coastal tributaries [4], [32]. Nitrate concentrations in November 2007 and April 2008 were typical of the ‘shoulder seasons’ before and after the winter nitrate peak, with the nitrate concentrations elevated approximately 3X above the summer levels (Fig. 2C). In April, November and August, the plume and coastal ocean samples had nitrate concentrations that were much lower than those in the tidal freshwater and estuary, consistent with the idea that nitrate flowing into the lower Columbia River from the Columbia basin watershed is typically used within the estuary [2]. 

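Nitrate averaged 2.76 ± 2.15 µM in the plume and ocean in April (SD, n = 10), 3.09 ± 5.72 µM in August (n = 4) and 7.185 ± 8.12 µM in November (n = 6), below the estuary in November as well (12.7 ± 4.00 µM, n = 8). With salinity nitrate fell in April (permutation r = -0.94, p = 1e-05, adjusted p = 6.40e-05, rho = -0.84, p = 4e-05, n = 18; r = -0.92 without the farthest samples) and in November (permutation r = -0.63, p = 0.0107, adjusted p = 0.0214, rho = -0.58, p = 0.0199, n = 16; r = -0.555). In August no relation passed (permutation r = -0.38, p = 0.181, adjusted p = 0.223, rho = -0.09, p = 0.752, n = 14; r = -0.42). A single August sample, 43, held 11.66 µM where the other August plume and ocean samples held 0 to 0.51 µM. Uptake was not measured.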

Several of the August samples were apparently influenced by upwelling; the two most prominent of these are indicated with arrowheads in Fig. 2A. They displayed clear upwelling characteristics such as reduced water temperature, low oxygen concentration, and highly elevated levels of nitrate and phosphate (Fig. 2C and 2D, respectively). In contrast to the other sampling times, June nitrate levels were similar in the river, plume and a number of ocean samples, consistent with the observation that elevated nitrate concentrations from the watershed may be delivered to the ocean by high riverflow [4]. 

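June nitrate averaged 17.15 ± 5.24 µM in the estuary (SD, n = 4) and 8.96 ± 6.08 µM in the plume and ocean (n = 10). It was higher in the June than in the April plume and ocean (April minus June -6.20 µM, permutation adjusted p = 0.0272; n = 10 and 10). June nitrate had no relation with salinity that passed (permutation r = -0.16, p = 0.566, adjusted p = 0.604, rho = -0.10, p = 0.715, n = 16), and r was -0.18 without the farthest samples.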

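Ammonium had a median of 1.585 µM over all samples (range 0 to 6.47 µM, n = 64). Estuary means were 2.59 ± 1.17 µM in April, 1.80 ± 1.90 µM in June, 2.12 ± 1.12 µM in August and 2.095 ± 0.422 µM in November (SD). Plume and ocean means were 2.17 ± 1.71, 1.10 ± 0.623, 0.960 ± 1.31 and 0.992 ± 0.734 µM. No comparison of April with another season passed (lowest permutation adjusted p = 0.121).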

Finally, ammonium concentrations varied from 1 to 3 µM in the majority of samples, and did not show clear seasonal patterns (Table S1).

Phosphate concentrations in the CRCM also varied seasonally (Fig. 2D), with the highest levels in the adjacent coastal ocean in August, and in the plume and estuary in June. 

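Phosphate in the plume and ocean averaged 0.957 ± 0.492 µM in November (SD, n = 6), 0.814 ± 0.431 µM in June (n = 10), 0.4125 ± 0.534 µM in August (n = 4) and 0.239 ± 0.157 µM in April (n = 10). April lay below November (difference -0.718 µM, exact permutation adjusted p = 0.004995) and below June (-0.575 µM, permutation adjusted p = 0.00813), while the difference from August did not pass (exact permutation adjusted p = 0.534). The August mean rests on sample 43 (1.18 µM), without which it is 0.157 µM, below April (difference 0.0823 µM, exact permutation adjusted p = 0.519). The rank of November above June rests on November sample 168, without which the November mean lies below that of June. Estuary means were 1.07 ± 0.4875 µM in June (n = 4), 0.715 ± 0.116 µM in November (n = 8), 0.640 ± 0.338 µM in August (n = 8) and 0.242 ± 0.06795 µM in April (n = 6). The zones of the plume and of the coastal ocean are taken together here.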

The higher August levels appeared to be at least partly explained by upwelling, while the higher June measurements were likely due to elevated river discharge. A similar dynamic was described for the Tillamook Bay estuary (Oregon, USA), for which elevated estuarine flushing rates produced by high river discharge limited nutrient uptake by phyto- and bacterioplankton, resulting in enhanced nutrient delivery to the coastal ocean [32]. On the other hand, reduced phosphate concentrations were observed in the tidal freshwater and estuary in April with the average N∶P ratio of 131∶1. 

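Estuary phosphate was lower in April than in June (difference -0.828 µM, exact permutation adjusted p = 0.0272), than in November (-0.473 µM, adjusted p = 0.004995) and than in August (-0.398 µM, adjusted p = 0.00999). River baseline phosphate averaged 0.115 ± 0.0354 µM in April (SD, n = 2), against 0.545 ± 0.00707 µM in June, 0.460 ± 0.0990 µM in August and 0.705 ± 0.00707 µM in November. The ratio of nitrate to phosphate was 115 ± 87.25 over the April river and estuary samples (n = 8). In the estuary alone it was 78.0 ± 48.3 in April, 16.85 ± 2.47 in June, 17.1 ± 5.19 in August and 17.8 ± 5.36 in November. The April ratio was higher than that of August by 60.8, June by 61.1 and November by 60.1 (exact permutation, same adjusted p as for phosphate in each case).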

In late April to early May of 2002 a similar observation was made in the upper portions of the Yaquina Bay estuary, with the N∶P ratio reaching as high as 176∶1 [33]. We speculate that the apparent phosphate depletion might have been caused by an abundant phytoplankton community in the Columbia River in April (see below) under conditions of relatively high nitrate [34], low turbidity and high light. In total, the observed macronutrient dynamics were consistent with previous observations indicating that most nutrients from local watersheds are consumed within the estuary during summer months, rather than exported to the continental shelf [35].

### Microbial abundance and production rates in the CRCM

We measured autotrophic standing stocks (chlorophyll [chl] *a* concentrations), growth rates of heterotrophic plankton (production rates), and total RNA concentrations (total living microbial biomass) in the CRCM samples. The highest correlations among chl *a* concentration, production rate and total RNA concentration were observed in August, with the highest values for all three biological characteristics observed in the estuary and plume (*R^2^* from 0.8 to 0.94), whereas ocean and freshwater end-members had relatively low values (*R^2^* from 0.7 to 0.8) (Fig. 3A–C). 

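In August, total RNA rose with chl a (permutation r = 0.72, p = 1.60e-04, adjusted p = 5.69e-04, rho = 0.85, p = 2.60e-04, n = 14), production rose with chl a (permutation r = 0.84, p = 0.00127, adjusted p = 0.003695, rho = 0.73, p = 0.00432, n = 14) and production rose with RNA (permutation r = 0.77, p = 5.80e-04, adjusted p = 0.00186, rho = 0.81, p = 6.80e-04, n = 14); r was 0.83, 0.63 and 0.74 without the farthest samples. June had the same relation of RNA with chl a (permutation r = 0.72, p = 1.50e-04, adjusted p = 5.69e-04, rho = 0.77, p = 8.60e-04, n = 16; r = 0.76) and one of production with chl a (permutation r = 0.62, p = 0.00970, adjusted p = 0.0207, rho = 0.38, p = 0.146, n = 16; r = 0.74), but none of production with RNA that passed (r = 0.45). In November all r passed: RNA with chl a (permutation r = 0.61, p = 0.01915, adjusted p = 0.0306, rho = 0.16, p = 0.5495, n = 16), production with chl a (permutation r = 0.60, p = 0.0179, adjusted p = 0.0301, rho = 0.38, p = 0.149, n = 16) and production with RNA (permutation r = 0.71, p = 0.00298, adjusted p = 0.00681, rho = 0.49, p = 0.05555, n = 16). The November relations with chl a rest on the 2 farthest samples, without which r is -0.18 and -0.04, and that with RNA falls to 0.39. April had no relation that passed (r = 0.27, 0.03 and 0.24). Without the 2 farthest samples the April r of RNA with chl a was 0.74 (unadjusted permutation p = 0.0013, n = 16), so its absence rests on those samples. The other April r were then 0.20 and 0.26, and the June r of production with RNA was 0.56 (unadjusted permutation p = 0.0339). With RNA and production on a log10 scale and chl a linear, RNA with chl a does not pass in August (permutation r = 0.64, adjusted p = 0.0658) or November (r = 0.50, adjusted p = 0.0658). Production with chl a does not pass in November (r = 0.43, adjusted p = 0.121). In August the r of log10 RNA with chl a is 0.90 without the 2 farthest samples (permutation p = 1.0e-04), and its rho stays at 0.85. Differences between the seasons in these relations were not tested.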

Similar, but less pronounced trends for microbial abundance were also observed in June and November in the estuary and plume. In contrast to other sampling times, pre-freshet April samples also showed very high chl *a* and RNA concentrations in the tidal freshwater and at low salinities (0–5 PSU) in the estuary. 

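April river water held 14.4 ± 0.106 µg/L chl a and 25.95 ± 3.85 µg/L RNA (SD, n = 2), and the April samples under 5 PSU held 12.7 ± 1.92 and 25.0 ± 2.83 µg/L (n = 4). With sample 263, recorded at 5.7 PSU but named 1 PSU, they held 11.8 ± 2.60 and 23.3 ± 4.66 µg/L (n = 5). Chl a averaged 8.36 ± 2.64 µg/L in the April estuary, above November by 5.71 µg/L (exact permutation adjusted p = 0.0123; n = 6 and 8). RNA averaged 18.9 ± 6.22 µg/L in the April estuary, above June by 9.10 µg/L (exact permutation adjusted p = 0.0272) and above November by 13.9 µg/L (adjusted p = 0.004995). River baseline chl a was 4.725 ± 3.22 µg/L in June, 3 ± 0 µg/L in August and 3.565 ± 0.0778 µg/L in November, and RNA was 5.505 ± 3.19, 5.145 ± 0.8415 and 3.28 ± 0.184 µg/L. With 2 river samples per season, the river values were not tested.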

High RNA and chl *a* concentrations may be at least partly explained by phytoplankton blooms developing in the river freshwater, which is a common occurrence in spring [32], [36]–[38]. This freshwater phytoplankton is believed to perish in the estuary at high salinities, providing detritus for bacterial community development [10]. However, the pheophytin *a* concentration was low (Table S1), indicating that the majority of chl *a* corresponded to living, rather than detrital, phytoplankton biomass. This observation is consistent with observations from Tillamook Bay indicating phytoplankton biomass accumulation in the middle and lower estuary was especially high in spring and summer [32]. 

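Pheophytin a, the breakdown product of chl a, averaged 2.20 ± 0.0566 µg/L in the April river baseline (SD, n = 2), 2.17 ± 0.445 µg/L in the estuary (n = 6) and 0.784 ± 0.611 µg/L in the plume and ocean (n = 10).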

Heterotrophic plankton production rates in the estuary were similar in April and June (0.7 and 0.64 µg CL^−1^h^−1^, respectively), and were consistent with previous measurements indicating that heterotrophic activity in the estuary was higher than that in the adjacent coastal ocean or in the tidal freshwater at that time [14], [39].

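Heterotrophic production in the estuary averaged 0.755 ± 0.668 µg C L-1h-1 in April (SD, n = 6) and 1.06 ± 0.607 in June (n = 4), a difference that did not pass (exact permutation adjusted p = 0.5385). It averaged 0.6825 ± 0.385 in August and 0.165 ± 0.0840 in November, and April was above November by 0.590 (exact permutation adjusted p = 0.0143). Plume and ocean means were 0.281 ± 0.208 in April, 0.311 ± 0.297 in June, 0.8625 ± 0.931 in August and 0.190 ± 0.126 in November. River means were 0.570 ± 0.325, 0.205 ± 0.134, 0.105 ± 0.0495 and 0.0800 ± 0.0707 (n = 2 each). Zones were not tested against each other for production.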

**Figure 3:**
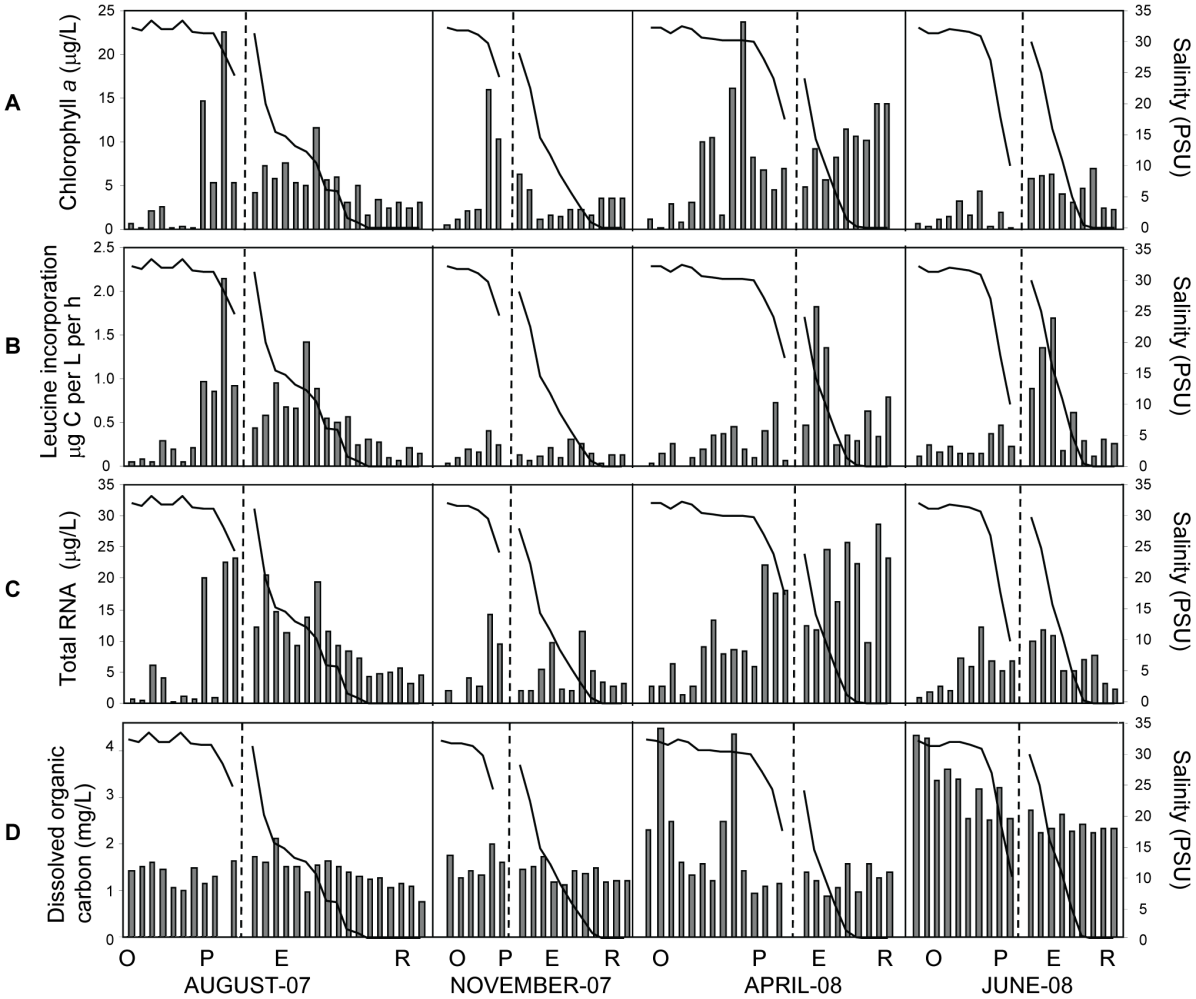
Biological characteristics of the seasonal sample sets collected for microarray analysis. In all graphs, the X-axis shows samples sorted as described in Fig. 2. Salinity plots are superimposed with the bar graphs. (**A**), chlorophyll *a* content; (**B**) bacterial carbon production measured by leucine incorporation; (**C**) total RNA concentrations normalized per liter of sampled water; and (**D**), dissolved organic carbon content. Black vertical lines divide seasons, dashed vertical lines within each season divide the ocean (O) and plume (P) from estuary (E) and river (R) samples. Seasons are shown as months below the graphs.

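Over all zones DOC averaged 2.86 ± 0.617 mg/L in June, 1.73 ± 0.978 in April, 1.41 ± 0.345 in August and 1.43 ± 0.240 in November (SD). In the estuary it was lower in April than in June (difference -1.25 mg/L, exact permutation adjusted p = 0.0272; n = 6 and 4). In the plume and ocean the difference from June did not pass (permutation adjusted p = 0.0951), at 2.18 ± 1.17 (n = 9) and 3.18 ± 0.597 (n = 9) mg/L. DOC rose with salinity in June (permutation r = 0.61, p = 0.0138, adjusted p = 0.02605, rho = 0.80, p = 7.30e-04, n = 15; r = 0.52 without the farthest samples, p = 0.0660) and April (permutation r = 0.54, p = 0.0211, adjusted p = 0.03215, rho = 0.59, p = 0.0143, n = 17; r = 0.55). The April relation is lost if a DOC of 0 is kept as measured (r = 0.45, adjusted p = 0.0862).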

DOC concentrations were higher in June (4–4.5 mg/L) than in the other seasons (1.5–2 mg/L, Fig. 3D). Measurements of particulate organic carbon (POC) performed on a subset of samples from April, June, and November cruises showed that April POC values in the tidal freshwater and estuary (700 to >1000 µg/L) were almost 5 times higher than concentrations observed in the ocean samples collected in April (235 µg/L) and in November river (tidal freshwater and estuary) water samples (281 µg/L). POC concentrations in the tidal freshwater and estuary in June were also relatively high (670 µg/L).

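RNA in the June estuary averaged 9.81 ± 2.085 µg/L (SD, n = 4) and in the June plume and ocean 10.9 ± 17.2 µg/L, with a median of 6.335 µg/L (n = 10). The April plume and ocean held 10.7 ± 6.28 µg/L, and the difference from June did not pass (permutation adjusted p = 0.9955). The June mean rests on sample 310, with 59.1 µg/L where the other samples of the group held 0.92 to 12.2 µg/L.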

Given these data, the relatively low microbial abundance (estimated from total RNA concentrations) observed in June compared to April (7 versus 20 µg/L of total RNA; Fig. 3) was unexpected, since macronutrient concentrations in both the estuary and plume were high (Fig. 2C and 2D). However, the June sample collection occurred during the peak of spring freshet at record-high river discharge (almost 3X higher than other sampling times) and under a considerably reduced water residence time of 2 days (Fig. 1B). This suggests that microbial populations require longer water residence times to fully develop in the estuary, even when high nutrient concentrations are present. Chl *a* production was likely also depressed in June due to high turbidity and subsequent low light levels that accompanied the high riverflow. Consistent with this hypothesis, the short water residence times during freshet were believed to prevent the development of the abundant estuarine microbiota typically observed during summer and fall within the Tillamook Bay [32], and in East Coast estuaries (Parker River estuary and Plum Island Sound) [39].

Prior to the onset of seasonal upwelling, the plume tends to have a more freshwater character compared to upwelling-influenced plumes that entrain high-nutrient, high-salinity waters [4]. Consistent with this character and with the patterns observed in the river, chl *a* and total RNA were higher in the plume in April compared to June, despite favorable temperatures, summer light conditions, and abundant macronutrient concentrations in the latter month (Fig. 2C and D, Fig. 3D). 

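Chl a in the plume and ocean averaged 7.205 ± 7.38 µg/L in April and 2.47 ± 2.95 µg/L in June (SD, n = 10 and 10), and the April excess of 4.73 µg/L did not pass (unadjusted permutation p = 0.0650, adjusted p = 0.1445). Plume samples apart from ocean samples were not compared.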

We hypothesize that an abundant estuarine microbial community is needed for the development of active plankton in the plume, particularly for the large spring plume, which is characterized by low salinities (Fig. 2B). Plume salinities in June were as low as 10 PSU, in contrast to other seasons, when the plume had salinities of at least 18 to 20 PSU. 

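Over plume and ocean samples the lowest salinity was 10 PSU in June, 17.6 PSU in April, 24.6 PSU in August and 24.4 PSU in November (n = 10, 10, 4 and 6).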

Alternatively, higher salinities in the plume may also be important for microbial populations to develop, e.g., from an allochthonous marine inoculum.

### Design and validation of functional probes for analysis of gene expression

Oligonucleotide probes for microarray analysis of gene expression were designed with CombiMatrix probe design software (Probe Weaver) based on: (i) uniqueness within a defined gene and sequence set; (ii) Tm and length within a specified range; 70–75°C, and 35–40-mer, respectively; and (iii) absence of stable secondary structures and repeat sequences. Several published studies describe evaluation of the sensitivity and specificity of various CombiMatrix microarray probe sets [23], [25], [26], [40]–[42]. These studies indicated that CombiMatrix probe performance was correlated with theoretical calculations for DNA-DNA hybridizations predicting 1°C reduction in T_m_ for every 1% sequence mismatch [43]–[45]. Theoretically, 3 mismatches in a 35-nt sequence (8.5% sequence mismatch), will result in an 8.5°C drop in T_m_. Empirical validation using the recommended hybridization conditions showed that 3 mismatches reduced T_m_ by at least 15°C, resulting in hybridization signals that were at or below background levels (data not shown). Thus, selection of probes for uniqueness within a specified sequence set by the Probe Weaver software requires at least 15°C difference in T_m_ to the closest hit/s for nontarget sequences in the set.

Little sequence information was available for bacterial and archaeal populations in the CRCM from which to design functional probes; the only relevant data corresponded to 16S rDNA clone libraries constructed by Byron Crump and colleagues [13], [14]. Many of these 16S rRNA gene sequences corresponded to uncultivated organisms about which essentially nothing else was known. Thus, our initial strategy was to design microarray probes with somewhat broad specificity (‘common’ probes) that targeted well-annotated functional genes from sequenced genomes of multiple genera within a phylum. We reasoned that such probes would also recognize homologous genes from uncharacterized microorganisms of the same phylum that were likely to be present in environmental water samples. To evaluate this approach, the CombiMatrix probe design algorithm was applied for probe selection from all predicted open reading frames of a subset of 11 fully sequenced genomes from cultured isolates, including three Alphaproteobacteria (*Pelagibacter ubique*, *Erythrobacter litoralis*, *Roseobacter denitrificans*), three Betaproteobacteria (*Polaromonas naphthalenivorans*, *Polynucleobacter* sp, *Rhodoferax ferrireducens*), one Bacteroidetes (*Flavobacterium johnsoniae*), three Gammaproteobacteria (*Marinomonas* sp., *Marinobacter aquaeolei*, *Nitrosococcus oceani*), and one Actinobacteria (*Salinispora arenicola*).

In total 27,143 non-overlapping 35-mer probes with T_m_ between 65°C and 75°C were designed for the 11 genomes, and then each probe was used in a BLAST search through all genomes using CombiMatrix Genotyper software [23], [41]. In order to identify common probes targeting homologs from several genomes, Genotyper calculated the number of cross-hybridizing sequence hits with less than 15°C difference in T_m_ for each designed probe. Unexpectedly, 80% (21,747) of all probes evaluated produced only one hit: a match of perfect sequence identity from the corresponding genome. Fifteen percent of the probes (4,047) produced 2 hits, the perfect sequence match and one additional partially complementary match from a different genome. Phylogenetic information is limited to the phylum level in Genotyper, thus for the 15% of probes producing more than one hit, two-thirds (2,825) produced a second hit within the same microbial phylum. Finally, 1,349 (5%) of the probes produced 3 or more hits. These probes corresponded to either highly conserved housekeeping genes (i.e. encoding ribosomal proteins), or to genes potentially involved in horizontal gene transfer events (many of these were prophage and transposon-related). Thus, greater than 90% of the microarray probes designed with standard criteria for T_m_ and sequence complexity appeared to be specific for their corresponding target gene and a few homologs within the same phylum, even though they were not originally selected for uniqueness within a large multi-genome context. Although the Genotyper analysis was somewhat inconclusive due to the limited annotations produced by the software, it suggested that sequence diversity was too high to allow design of functional probes that would detect homologs across multiple genera within individual families. Therefore, we instead selected all annotated microbial genes for each functional category, and then designed and tested unique probes for each gene.

Functional genes of interest were selected using the IMG 2.5 system [28]. Approximately 300 sequenced genomes from the Bacteria and Archaea (251 and 52, respectively), representing 246 species, 161 genera and 96 families were selected from taxonomic groups known to be present in the CRCM and/or in water and soil samples from temperate habitats of the Northern hemisphere. Approximately 5000 genes were selected from these genomes, and the corresponding microarray probes were designed for specificity within the set of genes of interest using the standard CombiMatrix Probe Weaver software as described above. In addition, more than 1000 ribosomal RNA sequences from both prokaryotic and eukaryotic microorganisms present in environmental water and soil samples were included into the design process to avoid cross-reactivity with rRNA. The probe sets were synthesized *in situ* on the surface of CombiMatrix CustomArray™ microarrays, and were tested by hybridization with three cDNA pools prepared from 8–10 RNA samples that were collected at different times from disparate locations across the CRCM. The data were normalized using the standard quantile algorithm, and the background signal value was calculated as the mean intensity of the lowest 5% of all signals. Finally, probes that produced significantly high microarray signals – exceeding the background value at least 3-fold in one or more of the pooled target samples – were selected.

The selected probe set was used to create a custom microarray design of 2226 different oligonucleotide probes based on the CombiMatrix 4X2K CustomArray™ platform.

Because we are interested in microbial transformations of nitrogen in the CRCM, the majority (1638, 73.6%) of probes corresponded to genes involved in nitrogen metabolism. Probes for genes involved in carbon metabolism (451, 20.3%), housekeeping functions (100, 4.5%) and light perception and utilization (37, 1.6%) were also included. Phylogenetic composition of the probe set is shown in Table 1. Approximately 21% of the probes represented the Archaea (both Crenarchaeota and Euryarchaeota), 60% represented various Proteobacteria, and the remaining probes (19%) represented Bacteroidetes/Chlorobi, Firmicutes, Acidobacteria and “other” (miscellaneous), divisions. Probe coverage was limited to taxonomic groups containing at least one fully sequenced genome.

**Table 1:** Phylogenetic composition of the 2226 microarray probe set.

Phylum	All probes	Expressed probes	% of expressed	April	June	August	November
**Euryarchaeota**	**356**	**296**	**83.1**	**0.99**	**0.97**	**0.97**	**0.99**
**Crenarchaeota**	**113**	**100**	**88.5**	**1.09**	**1.15**	**1.15**	**1.08**
Gammaproteobacteria	595	564	94.8	1.65	1.68	1.68	1.67
Alphaproteobacteria	426	418	98.1	2.13	2.11	2.12	2.09
Betaproteobacteria	187	184	98.4	1.6	1.59	1.62	1.61
Deltaproteobacteria	147	145	98.6	2.44	2.45	2.29	2.32
Chlorobi	81	81	100.0	1.99	2.05	2.11	1.94
Firmicutes	76	72	94.7	1.59	1.8	1.67	1.75
Actinobacteria	51	47	92.2	2.41	1.95	2.09	2.12
Bacteroidetes	47	39	83.0	1.27	1.2	1.14	1.29
Planctomycetes	37	36	97.3	1.73	1.93	1.67	1.67
Chloroflexi	28	27	96.4	2.11	2.57	2.5	2.57
Epsilonproteobacteria	27	24	88.9	1.42	1.33	1.31	1.47
Magnetococci	13	13	100.0	2.9	3.91	3.01	3.52
Thermotogae	12	12	100.0	1.44	1.86	1.87	1.57
Verrucomicrobia	10	10	100.0	2.92	2.97	4.64	2.68
Zetaproteobacteria	7	7	100.0	1.95	2.19	1.81	2.09
Aquificae	7	7	100.0	2.15	1.84	1.58	2.17
Acidobacteria	6	6	100.0	2.32	3.07	2.62	2.67

The probes were selected as expressed if corresponding signal intensities exceeded the baseline value (background plus 3X standard deviations) in at least 2 samples. The median expression levels were calculated for probes corresponding to expressed genes for each phylogenetic group, and then represented as fold changes over the median signal intensity of the whole microarray data set. Median expression levels for archaeal divisions are shown in bold.

### Bioinformatic analysis of microarray probe specificity using large microbial and environmental sequence databases

Further assessment of probe specificity was done using large microbial metagenome sequence databases that recently became available for batch BLAST searches through CAMERA, the Community Cyberinfrastructure for Advanced Marine Microbial Ecology Research and Analysis (http://camera.calit2.net/index.php [46]). CAMERA currently serves as a repository for approximately 80 microbial sequencing databases, including (i) metagenome data for oceans, lakes, rivers, hot springs and soils (i.e. [47], [48]); (ii) human and animal microbiome sequencing data; and (iii) fully and partially sequenced microbial genomes deposited at the National Center for Biotechnology Information (NCBI). CAMERA's BLAST tool was used for specificity analyses of all 2226 probes against 9 environmental databases of assembled sequences, as well as “CAMERA's Non-Identical Nucleotide Sequences” database, the largest non-redundant database with 65 million sequences totaling approximately 207 gigabases. We applied the CAMERA BLAST search tool with subsequent selection of resulting hits for potential cross-hybridization with microarray probes, using the following criteria: (i) an alignment length of at least 30 nucleotides with *E* value of less than 0.05%, and (ii) at least 90% identity score for the query-match alignment. These criteria resulted in ≥27 perfectly matched positions for each hit, allowing up to 8 mismatches (≥77% overall sequence identity). Because we wished to evaluate the maximum number of potential cross-hybridizing hits, we intentionally chose a less stringent approach than that used by CombiMatrix [41] or in experimental work that determined the threshold value for probe specificity as 87% sequence identity [21].

The CAMERA databases used for this bioinformatic evaluation and the numbers of corresponding hits are shown in Table 2. Only four databases (shown with asterisks in Table 2) provided annotation for the results, which was taxonomic, rather than functional, in nature. As expected, analysis with the environmental virus and eukaryotic microbial sequence databases produced either zero or very small numbers of cross-hybridizing hits (fewer than 10). Only 3 of our probes produced cross-hybridizing hits from eukaryotic genomes, despite the large amount (over 6 gigabases) of non-redundant eukaryotic coding sequences evaluated. Very small numbers of hits were also observed for the databases from Minnesota farm soil, or from open-ocean and deep-water samples from the geographically distant Hawaii ocean time-series. Only 118 probes from our set of 2226 produced hits in the 7 Gb NCBI environmental samples database, reflecting the fact that the Pacific Northwest coastal margin is poorly represented in metagenomic sequencing projects. In contrast, a relatively small 0.8 Gb Moore Foundation Marine Microbial Genomes database produced hits for 526 probes (24% of the total). Thus, the numbers of hits were apparently independent of the database size, and instead were determined by taxonomic, geographic and habitat relevance. Furthermore, almost all probes, 93 to 98% (2,077 and 2,186, respectively), produced hits in the large integrated databases of assembled prokaryotic sequences (bolded in Table 2).

**Table 2:** Cross-hybridizing sequence hits resulting from bioinformatic evaluation of 2226 microarray probes against the CAMERA repository.

Database name as defined in CAMERA	Total length (bp)	# sequences	# Cross-hyb hits	# probes with hits
GOS: Site-specific 16S Sequences (N)	3,118,182	4,125	n/a	0
GOS: move858 Assembled 0.002-0.22 Chesapeake Bay (N)	8,669,804	5,357	n/a	0
FarmSoil: Assembled Sequences (N) (Minnesota farm soil)	144,897,582	139,340	2	2
HOT: All ORFs (N) (Hawaii Ocean Time-series ALOHA)	169,784,453	449,086	2	1
Moore Foundation Marine Microbial Genomes (N)*	856,811,427	12,886	630	526
GOS: Combined Assembly Coding Sequences (N)	3,668,987,939	6,115,750	137	62
Eukaryotic Microbial Genomes (N)*	6,342,658,807	1,453,409	3	3
All NCBI Environmental Samples (ENV_NT)	7,194,061,284	17,695,887	218	118
All Prokaryotic Genomes (N)*	9,577,197,991	655,666	3770	2,186
CAMERA's Non-Identical Nucleotide Sequences (N)*	179,511,589,666	38,512,986	4,367	2,077

Columns 2 and 3 show the total amount of sequence information and the number of individual sequences, respectively, within each database in Column 1. Column 4 shows the numbers of sequences selected as potentially cross-hybridizing with the microarray probes. Column 5 shows the numbers of microarray probes that produced at least one hit in the corresponding CAMERA databases. Asterisks show databases with taxonomic annotations. The two databases used for taxonomic analysis of probe hits are shown in bold.

The distribution of microarray probe hits within CAMERA's ‘All Prokaryotic Genomes” and ‘Non-Identical Nucleotide Sequence’ databases, the two largest databases from Table 2, were analyzed to determine taxonomic rank, and the results are shown in the Table 3. Only a small number of probes (1.8 to 7%, Table 3) did not produce any significant hits. The majority of probes (86 to 91%) produced BLAST hits from the same genus that was used to design the probe (and typically, also from the same species, although this was not always determinable due to incomplete annotations). When matches to multiple genera within a single microbial family were allowed, 91% to 97% of the probes placed into this category (Table 3). Approximately 1.5–2% (34 to 46, Table 3) of probes hit genes from organisms outside of the microbial family containing the target organism. Among them fewer than 1% hit genes outside of the target organism's phylum (8 to 17 probes, for ‘All Prokaryotic’ and ‘CAMERA's Non-Identical’ databases, respectively). All but one of the probes in this latter group produced multiple hits, which typically corresponded to genes from the same genus/family as the target organism, and 1–2 hits from outside of the family. Taken together, our analyses indicated that the microarray probe set was largely specific for the target gene and organism, but approximately 10 to 15% of the probes also detected homologs from different genera within the corresponding target family, or, in very rare cases, outside of the targeted family. These results, therefore, suggested that the probe set might be useful not only for detecting gene expression from targeted organisms, but also from related, but currently uncharacterized microorganisms in the CRCM.

**Table 3:** Distribution of microarray probe hits within CAMERA's Non-Identical Nucleotide Sequence and All Prokaryotic Genomes databases.

Database	CAMERA's Non-Identical	All Prokaryotic
Total number of probes with hits	2,077 (93.3%)	2,186 (98.2%)
Probes with single hits	1,459 (65.5%)	1,595 (71.6%)
Probes with double hits	330 (14.8%)	339 (15.2%)
Probes with multiple hits	288 (12.9%)	252 (11.3%)
Probes with all hits from the same genus	1, 921 (86.3%)	2,019 (90.7%)
Probes with all hits from the same family	2,031 (91.4%)	2,152 (96.7%)
Probes with some hits outside of the family	46 (2%)	34 (1.5%)

The numbers in brackets are percentages of the total number of probes (2,226).

### Experimental validation of microarray probe specificity

Two approaches were used for experimental validation of microarray probe specificity under the microarray hybridization conditions used in this study. The first was aimed at determining whether the probes cross-hybridized with rRNA-derived targets, which is considered to be a serious problem in microarray applications to environmental samples [26]. For this reason, the probes were designed against cross-hybridization with over 1000 rRNA sequences (both prokaryotic and eukaryotic). In addition, application of the CAMERA Blast tool to evaluate probe matches to the ‘GOS Site-specific 16S Sequences’ database containing over 4,000 assembled sequences (over 3 Mb in total, Table 2), did not produce any significant hits. To evaluate cross-hybridization of rRNA in the target preparations, we performed subtractive hybridization assays. For the majority of probes, the rRNA-depleted samples produced higher signals in comparison with untreated samples (data not shown). Thus, an increased proportion of mRNA in the target preparations resulted in an increase in signal intensity, indicating that our probes hybridized specifically with corresponding mRNA-derived targets (and did not cross-hybridize with rRNA).

Additional validation was performed using laboratory-grown cultures of *Bacillus subtilis* and *Pseudomonas putida*. Total RNA from each culture was isolated, converted to fluorescently labeled cDNA, and hybridized in duplicate to microarrays. A typical example of the raw signal intensity data sorted by organism annotation is shown for microarray hybridization with *B. subtilis* targets (Fig. S1). High signal intensities exceeding background at least 10X were observed for 9 out of 10 of the probes designed from *B. subtilis* functional genes. In contrast, only 3 probes from closely related *Bacillus* species (∼15% of probes in this category) produced similar signals with *B. subtilis* cDNA. For probes corresponding to unrelated species from other families, 0.2% produced signals exceeding 3X background, and 9% produced signals exceeding 1X background. Thus, 99.8% of unrelated probes had signal values that did not exceed 3X background (calculated as the lowest 5% of all signals), which was our cutoff for positive microarray signals. Similar data were obtained for *P. putida* laboratory cultures (not shown). Experimental validation of probe specificity closely mirrored results from the bioinformatics analysis, indicating that the majority of probes were specific for the intended target, while approximately 15% of probes to genes from closely related taxa, and only a very minor proportion (0.2%) of the probes to genes from organisms outside of the targeted taxonomic family, hybridized to *B. subtilis* cDNA.

### Microarray data acquisition from environmental samples and analysis of reproducibility

Total RNA from 64 samples (14 from August, 2007; 17 from November, 2007; 17 from April, 2008; and 16 from June, 2008) was used to prepare microarray hybridization targets by reverse transcription into fluorescently labeled cDNA. 

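Scanner files of 124 hybridizations of the 64 samples were used here: 56 samples were hybridized 2 times, 2 samples 3 times and 6 samples 1 time. The sample labels place 18 samples in April and 16 in November, and these numbers were kept. The authors deposited pixel intensities of single-colour Cy5 spots, without a local background. Median pixel intensities were quantile normalized over the 124 hybridizations, spots of the same probe were averaged, log2 was taken, and the hybridizations of a sample were averaged, so the unit of every test is the water sample. Each probe was tested with limma on 12 group means, a group being a zone of a season. A season was compared with freshwater as the mean of its estuary and its plume and ocean groups minus its baseline. April was compared with August by the mean of their zone groups, freshwater included. Each zone counts the same there, so the 2 freshwater samples of a season weigh as much as its estuary, and changes differ from plain differences of sample means. All tests are two-sided, a change is given as log2 ± SE, and a probe passes at an adjusted p under 0.05. The 2 baseline samples of a season limit these tests: in simulated changes of 2-fold, 41% were recovered against freshwater and 86% between April and August. The simulated noise was independent between probes and between samples, so these shares leave out noise that samples of a day or station share. Season cannot be told apart from cruise, and slide and scan batches are not given in the sources used here. Probes were sorted by their annotation into 15 lists fixed before the data were seen, of which urea use, methanogenesis, chitin and polymer degradation, and housekeeping had 0 members. The list called CstA holds every probe annotated with carbon starvation, also induced and regulatory proteins. Nitrate dissimilation also takes nitrate and nitrite reductases whose annotation names neither path, and each probe is in 1 list only. An added list of alcohol and succinate dehydrogenases was drawn from the annotation, after the lists were fixed and before the values were looked at. Genes are named where a rule fixed beforehand picks them: up to 8 rises and 8 falls per comparison with at least 90% of samples in one direction, and the largest change of each list. A named gene and organism are the target a probe was designed from. The paper draws no conclusions on single genera or species, since probes may also bind homologs of related organisms. A changed signal may come from the abundance of an organism as well as from regulation.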

Due to relatively high microbial abundance in the CRCM, the RNA yields were sufficient to generate labeled targets without additional RNA amplification steps, thus preventing potential bias introduced by this common technique [22]. The targets were hybridized in duplicate, and replicate hybridizations were compared using scatter plots to estimate experimental variation (Fig. S2). The replicate data were highly consistent when the same target was hybridized to two different sectors of the same microarray chip, to different microarray chips, or to the same microarray chip upon re-use (Fig. S2A). The data points grouped around the 45° line and were well within the standard 2-fold cut-off lines (Fig. S2A). The corresponding correlation coefficients (*R^2^*) were >0.98, demonstrating that inter- and intra-chip variation of the microarray platform was quite low. 

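Pairs of hybridizations of the same sample had a median R2 of 0.895 on the log2 scale (0.6275 to 0.980; 62 pairs). Of these, 1 exceeded 0.98, 7 exceeded 0.95 and 6 lay under 0.8; on the linear scale the median was 0.862. A pair had a median of 84.5 probes more than 2-fold apart, and the largest number was 631. Hybridizations of different samples had a median R2 of 0.609 and a highest of 0.975 (7564 pairs). The pairs plotted in Fig. S2 were not analysed here.

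**Figure D1:**
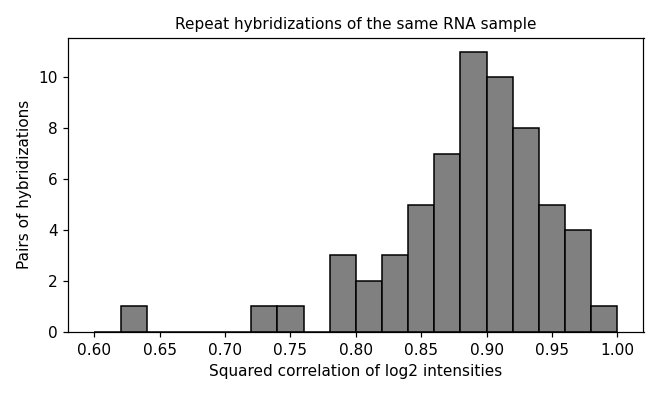
Squared correlation of log2 signals between hybridizations of the same sample (62 pairs).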

A similar approach was used to evaluate variability introduced by sampling and target preparation protocols (Fig. S2B). We observed high reproducibility (*R^2^*≥0.96), for target preparations from the same RNA in two independent reverse transcription reactions, or from two different freshwater samples collected at the same location at approximately the same time (Fig. S2B). However, increase in the variation (*R^2^* = 0.94) was observed if two water samples were collected at different river locations 50 km apart on the same day (Fig. S2B, right). 

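The August freshwater samples, from upriver and from Beaver Army, had an R2 of 0.904 and 57 probes more than 2-fold apart. The April samples, both from Beaver Army, had 0.944 and 29 probes. With a single pair for each, the effect of location was not tested.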

Taken together, these data indicate that experimental variability was determined largely by sampling location, and not by sample handling, RNA isolation, or microarray hybridizations. Thus, duplicate hybridizations performed for the same sample were averaged to create mean expression values. The data were deposited according to the MIAME reporting guidelines and are accessible from the Gene Expression Omnibus (GEO) public database (http://www.ncbi.nlm.nih.gov/projects/geo/) with the accession number GSE18303.

### Selection and analysis of significantly expressed genes

Genes were selected as significantly expressed if the corresponding probes produced normalized signal intensities exceeding the background value plus 3X standard deviation in at least 2 different samples. 

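Members of every list with members on the arrays passed the background rule: all 474 nitrate dissimilation probes, all 321 nitrogen fixation probes, all 124 carbonic anhydrase probes, 383 of 385 nitrate assimilation probes and 236 of 238 ammonium uptake and assimilation probes. In total 2222 of 2226 probes (99.8%) exceeded background plus 3 SD in at least 2 samples. The background, the mean of the lowest 5% of normalized intensities, was 389.2 with an SD of 40.7, which sets the threshold at an intensity of 511.4. Above 3 times the background, 1897 probes (85.2%) remained.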

Among 2226 genes represented on the microarrays, 2076 (93%) fit this criterion, and were selected to compare gene expression levels of the major prokaryotic phyla represented on the microarrays (Table 1). The median expression value was calculated for the whole dataset and for each phylum separately in four sample groups, representing different sampling times. Phylum-specific gene expression levels are shown in Table 1 as fold changes relative to the overall median expression value for all normalized microarrays. For bacteria, these levels varied from 1.3 to 4.6 fold (Table 1), with the highest values (approximately 2.5 to 4.5-fold across all seasons) observed for genes from the Verrucomicrobia and unclassified Proteobacteria (in particular, Magnetococcus). Relatively high levels of expression (>2-fold across all seasons) were also observed for genes of Chloroflexi, Acidobacteria, Alphaproteobacteria and Deltaproteobacteria. In contrast, expression levels for both archaeal divisions were close to the median and much lower than for many of the bacterial groups (Table 1). 

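Euryarchaeota (354 probes) stood at 0.585 ± 0.0464 of the overall median in April and 0.575 ± 0.0397 in August (SD over samples), and Crenarchaeota (113 probes) at 0.648 ± 0.0370 and 0.693 ± 0.0536. The levels of Table 1 are 1.601 times those computed here (median over 76 levels), and on that scale Euryarchaeota stood at 0.936 and 0.921 and Crenarchaeota at 1.04 and 1.11, while the levels below are on the scale used here. Magnetococci, relatives of magnetic marine bacteria with 13 probes, stood at 2.04 ± 0.350 in April, 2.60 ± 0.496 in June, 2.05 ± 0.438 in August and 2.14 ± 0.679 in November. Verrucomicrobia (10 probes) stood at 1.83 ± 0.394, 1.86 ± 0.524, 2.29 ± 1.05 and 1.68 ± 0.529 in the same order. Chloroflexi, many of them filamentous phototrophs, ranged from 1.32 ± 0.184 in April to 1.61 ± 0.259 in June, Deltaproteobacteria from 1.46 ± 0.0638 in August to 1.57 ± 0.0749 in April, and Alphaproteobacteria from 1.33 ± 0.0734 in November to 1.35 ± 0.0533 in April. The lowest bacterial level was 0.653 ± 0.0404, of Bacteroidetes in August, inside the archaeal range. Of the 19 groups of Table 1, 12 lay above the overall median in all seasons, a count chosen after the levels were seen. Groups were not tested against each other, since their probes differ in sequence and number.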

As is true in general for microarray approaches, observed changes in the signal for a particular transcript may be influenced by abundance of the organism expressing the transcript, by differential regulation of the corresponding gene, or both. 

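All 244 species that the probe names give had an expressed probe, and 241 had a probe above 3 times the background in at least 2 samples. The names give 311 organisms in 167 genera and 89 families. Species were counted from the names of the probe targets, with strains of a species taken together.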

In any case, among 246 prokaryotic species represented by 2226 microarray probes, 244 had at least one significantly expressed gene in multiple samples, validating our initial selection of genomes.

For analysis of gene expression patterns in the 64-sample set, the signal value for each probe in each sample was calculated as the log-transformed ratio of normalized intensity versus the background (common for all microarray data after normalization). Two-dimensional (2D) clustering of genes (X-axis) and samples (Y-axis) is shown in Fig. 4. The heat map clearly indicates that the majority of genes were significantly expressed in multiple samples, and changes were observed in the corresponding gene expression profiles with respect to different seasons (described below). These data suggest that similar microbial taxa were metabolically active in different habitats across the CRCM, and were consistent with the fact that the probes most likely detected similar gene expression patterns from different species within a microbial family across sampling sites.

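In all 64 samples 1379 probes (61.95%) lay above background, and 2056 did so in at least 32 samples. The median probe had signal in 64 samples. In April, signals of the nitrogenase alpha chain of Pelodictyon phaeoclathratiforme averaged log2 14.59 ± 1.19 (SD, n = 18), against 9.89 ± 1.01 in August (n = 14), so the signal of a probe present throughout can still differ widely between seasons.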

**Figure 4:**
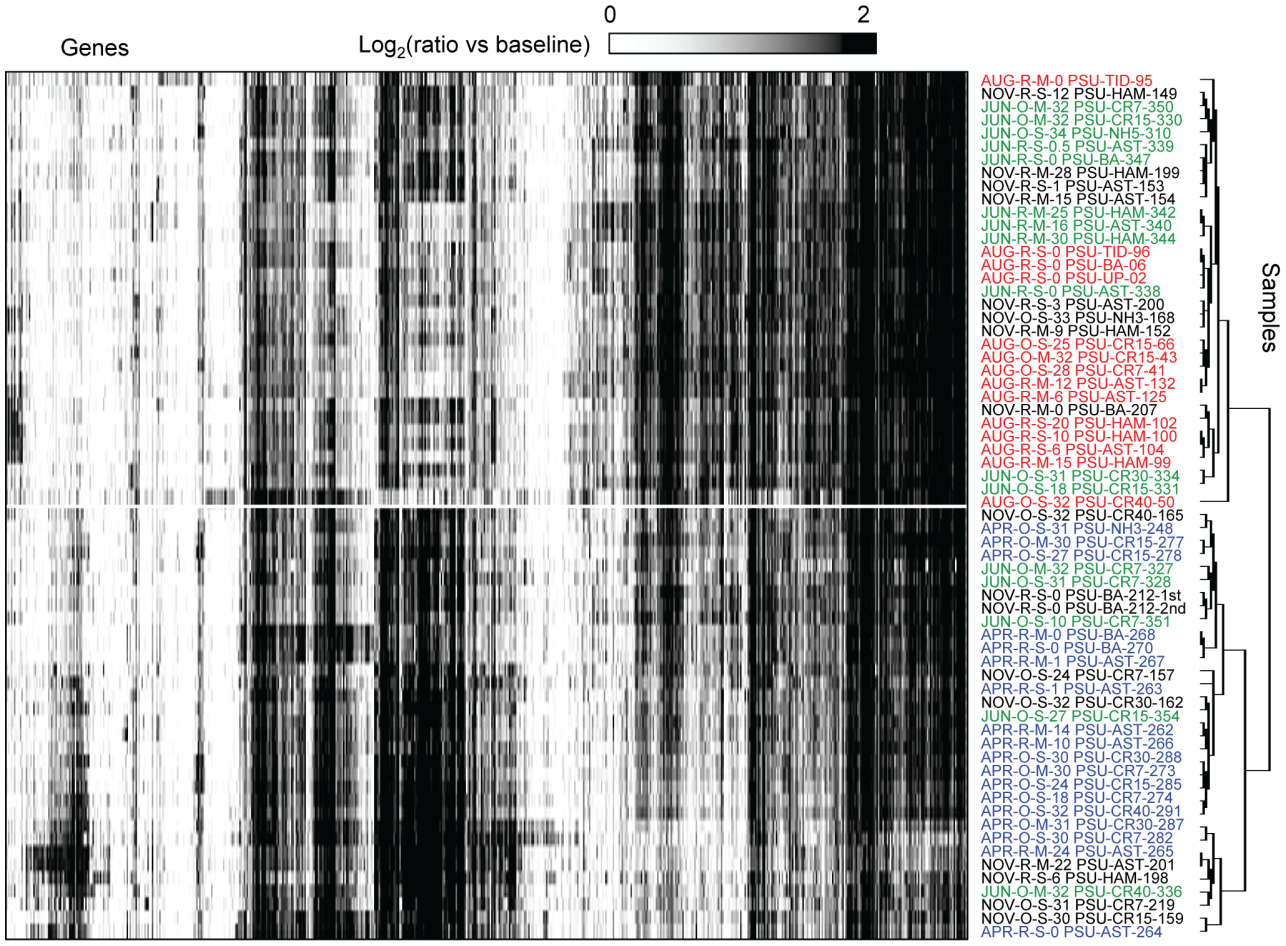
Expression profiles in the seasonal sample sets, displayed as fold changes over the background. Two-dimensional clustering of 2076 probes corresponding to expressed genes (columns) and 56 samples (rows) was done using BRB ArrayTools software based on similarity matrix calculated with an agglomerative algorithm, and complete link correlation. Expression values are colored according to the ratio of signal to the background (displayed using a logarithmic scale). White to black scale indicates magnitude (from low to high). Sample names are composed of season (Apr, Jun, Aug, and Nov), habitat (R, river and estuary; O, plume and coastal ocean), depth (S, surface 1–3 m; M, mid-depth 4–50 m), location, and unique sample number. Location codes: number shows distance from the coast in km; CR, Columbia River transect in the plume and coastal ocean; NH, Newport Hydroline transect in the coastal ocean at Newport; AST and HAM, estuary locations near Astoria (river mile 7–9) and Hammond (river mile 5), respectively; TID, estuary locations in the tidal basin (river mile 22–23); BA, river location at Beaver Army Dock (river mile 53) near Quincy, Oregon; UP, river at mile 74.

Clustering of samples by similarity of gene expression patterns is shown as a dendrogram on the right side of the heat map, which divides the samples into two major clusters (Fig. 4, upper and lower clusters are divided by a white line). June and November samples were present in both clusters. 

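When the samples are divided into a pair of branches by complete linkage on 1 minus the correlation of log2 signals, 15 of 18 April samples fall on a side that holds 0 of 14 August samples, 4 of 16 June samples and 7 of 16 November samples. That separates 29 of the 32 April and August samples (Fisher's exact p = 1.47e-06), and 59 of 64 samples fall on the side where Fig. 4 has them. With 75th percentile scaling or with probe-centred values 32 of 32 are separated (p = 2.12e-09). With the first hybridization of each sample alone 18 of 32 are separated (p = 0.113), and the call is lost.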

April and August samples, however, placed into lower and upper clusters, respectively, clearly separating gene expression profiles in April and August from one another. This pronounced seasonal difference in gene expression patterns evidently exceeded the differences in expression across habitats with different salinities (tidal freshwater, estuary, plume and adjacent coastal ocean). 

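Higher in April than in August were the nitrogenase alpha chain of the green sulfur bacterium Pelodictyon phaeoclathratiforme (log2 3.99 ± 0.57 (SE), adjusted p = 1.13e-07; 18 April and 14 August samples), the periplasmic nitrate reductase of Pseudomonas mendocina (3.89 ± 0.53, adjusted p = 4.13e-08), the respiratory nitrate reductase alpha subunit of Geobacter lovleyi (3.58 ± 0.43, adjusted p = 2.03e-09) and the nitrogen regulator P-II of Alcanivorax borkumensis (3.55 ± 0.49, adjusted p = 4.38e-08). P-II of Fulvimarina pelagi (3.27 ± 0.50, adjusted p = 3.26e-07), NifX of G. lovleyi (3.14 ± 0.49, adjusted p = 5.58e-07), NifN of Magnetococcus sp. MC-1 (3.09 ± 0.44, adjusted p = 1.06e-07) and the nitrite reductase small subunit of Thiomicrospira crunogena (2.98 ± 0.37, adjusted p = 5.35e-09) were higher as well. Lower in April were P-II of Roseobacter sp. MED193 (-3.05 ± 0.48, adjusted p = 5.58e-07), P-II of Moritella sp. PE36 (-2.93 ± 0.45, adjusted p = 4.41e-07), P-II of the marine gamma proteobacterium HTCC2080 (-2.12 ± 0.41, adjusted p = 2.15e-05) and the PTSN protein of Pelodictyon luteolum (-2.13 ± 0.38, adjusted p = 6.69e-06). P-II proteins sense the nitrogen supply of a cell, and the nitrate reductases named respire nitrate.
The carbonic anhydrase of Planctomyces maris (3.42 ± 0.48, adjusted p = 6.80e-08), a predicted carbon starvation membrane protein of Magnetospirillum magnetotacticum (2.57 ± 0.40, adjusted p = 4.32e-07), the carbon storage regulator of Saccharophagus degradans (2.17 ± 0.30, adjusted p = 5.25e-08), the carbon monoxide dehydrogenase CoxL of HTCC2143 (2.27 ± 0.48, adjusted p = 7.68e-05) and an alcohol dehydrogenase of Thermosinus carboxydivorans (2.81 ± 0.46, adjusted p = 1.55e-06) were higher in April. The RuBisCO small subunit of Nitrococcus mobilis (-2.08 ± 0.42, adjusted p = 4.07e-05), a carbonic anhydrase of M. magnetotacticum (-2.19 ± 0.50, adjusted p = 2.05e-04), alcohol dehydrogenases of Vibrio cholerae (-2.58 ± 0.36, adjusted p = 5.31e-08) and Marinomonas sp. MED121 (-2.53 ± 0.53, adjusted p = 6.87e-05), the hydroxylamine oxidoreductase of Methylococcus capsulatus (-1.96 ± 0.27, adjusted p = 5.80e-08) and the rhodopsin of Kineococcus radiotolerans (-1.53 ± 0.43, adjusted p = 0.00199) were lower.
Of 2222 probes, 626 were higher and 789 lower in April than in August, and 1489 had an unadjusted p under 0.05. Under 75th percentile scaling the median of all probes moves from −0.10 to −0.35 and the calls to 455 higher and 870 lower. By list, higher and lower probes in April numbered 114 and 113 for nitrate assimilation, 134 and 153 for nitrate dissimilation, 97 and 114 for nitrogen fixation, 86 and 68 for ammonium uptake and assimilation, 12 and 36 for ammonia oxidation, and 18 and 17 for RuBisCO. They numbered 29 and 58 for carbonic anhydrase, 15 and 46 for CstA, 19 and 10 for CsrA, 25 and 35 for methane and CO oxidation, 9 and 13 for light, and 25 and 40 for the added dehydrogenases. Adjusted over the list alone, nitrate dissimilation has 132 and 152, nitrogen fixation 97 and 116, ammonium 86 and 69, RuBisCO 18 and 16, CsrA 19 and 12, the dehydrogenases 25 and 41, and the other lists the same numbers. The test of camera, which asks whether a list moves more than the other probes, calls no list (lowest adjusted p = 0.261, for CstA). The test of fry, which asks only whether a list moves, calls CsrA higher (adjusted p = 8.68e-06) and carbonic anhydrase (2.45e-05), ammonia oxidation (0.000976), CstA (0.00348) and methane and CO oxidation (0.00972) lower.
In whole profiles season went with 44.8% of the distance between samples (adonis2 permutation p = 1e-04, the smallest it can give) and zone with 4.005% (p = 0.1195). The share of zone passes with Euclidean distances (6.54%, p = 0.0104) or with log2 ratios to freshwater (6.73%, p = 0.0011).

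**Figure D2:**
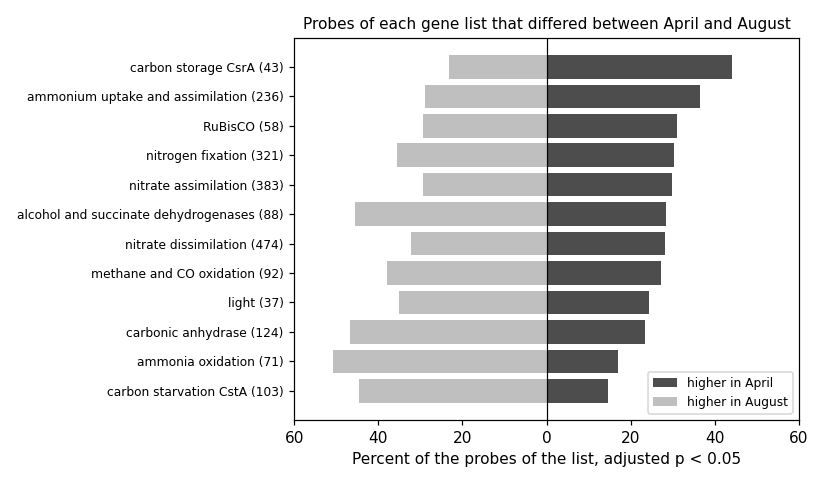
Probes higher and lower in April than in August for each list.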

Consistent with this observation, calculated pair-wise correlation coefficients (*R* ^2^) for expression patterns in samples with variable salinities collected from the estuary and plume and analyzed for each season were 0.8 to 0.9 (Fig. S3). 

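Within the estuary the median R2 between log2 profiles of a season was 0.695 in April (15 pairs), 0.876 in June (6 pairs), 0.833 in August (28 pairs) and 0.752 in November (28 pairs). Within the plume and ocean it was 0.814 in April, 0.750 in June, 0.768 in August and 0.642 in November (45, 45, 6 and 15 pairs). Over all zones of a season the medians were 0.760, 0.732, 0.796 and 0.674. April samples paired with August samples had a median of 0.399 and a highest of 0.771 (252 pairs). These are squared correlations between pairs of samples. The legend of Fig. S3 describes Spearman coefficients, not squared, of each sample with the freshwater end-member, so the values above are not comparable with it.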

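The Spearman correlation of a sample with the freshwater baseline of its season averaged 0.840 ± 0.136 in the estuary and 0.831 ± 0.0519 in the plume and ocean in April (SD), 0.906 ± 0.01455 in the estuary and 0.852 ± 0.129 in the plume and ocean in June, 0.900 ± 0.0621 in the estuary and 0.873 ± 0.125 in the plume and ocean in August and 0.832 ± 0.173 in the estuary and 0.821 ± 0.0929 in the plume and ocean in November. It had no relation with salinity that passed in April (permutation r = -0.37, p = 0.161, adjusted p = 0.491, rho = -0.39, p = 0.142, n = 16), June (permutation r = -0.29, p = 0.246, adjusted p = 0.491, rho = -0.24, p = 0.401, n = 14), August (permutation r = -0.13, p = 0.701, adjusted p = 0.769, rho = 0.105, p = 0.744, n = 12) or November (permutation r = -0.09, p = 0.769, adjusted p = 0.769, rho = -0.26, p = 0.366, n = 14), a family of 4. Without the 2 samples farthest along the salinity axis r was -0.12, -0.20, 0.33 and 0.13.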

Correlation to freshwater end-member expression patterns decreased with increasing salinity, and expression patterns differed most in ocean samples at high salinities (*R^2^* from 0.6 to 0.7). This indicates that estuarine microorganisms may carry out similar ecological functions over a range of salinities, and supports the idea put forth by Crump *et al.* [14] that they form communities that are distinct from those in tidal freshwater and the adjacent coastal ocean. Also consistent with the results presented here, a recent report indicated that seasonal differences in the composition of Chesapeake Bay bacterioplankton assemblages were more significant than the variation accounted for by gradients in salinity [49].

### Variation in differential gene expression patterns across salinity gradients in the CRCM with season and habitat

We evaluated season- and habitat-specific differential gene expression in archaeal and bacterial populations in the estuary, plume and adjacent coastal ocean compared to the tidal freshwater baseline. The baselines were calculated for each sampling season by averaging of the two freshwater samples collected at the same river location (0 PSU). 

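The November freshwater samples, both from Beaver Army, had 210 probes more than 2-fold apart (R2 = 0.813), and the June samples, from Astoria and Beaver Army, had 171 (R2 = 0.840). Freshwater samples of different seasons had a median R2 of 0.759 (0.580 to 0.923; 24 pairs). With all 8 freshwater samples taken as a single baseline, 1100 probes pass against freshwater in April, 188 in August, 264 in November and 23 in June. Such a baseline leaves the differences between seasons in, so these counts mix season with the change from freshwater. The same holds for the calls that turn or are lost. Of the genes named as lower in April, PII of Marinobacter sp. ELB17 (log2 0.71, unadjusted p = 0.00323) and a carbon starvation-induced protein of Algoriphagus sp. PR1 (0.55, p = 0.00533) then pass as higher. The calls are lost, with values near 0, for the RuBisCO small subunit of Nitrosomonas europaea (0.10, p = 0.49979), CsrA of Geobacter sulfurreducens (0.14, p = 0.485) and the sensory rhodopsin II transducer of Magnetospirillum magneticum (0.23, p = 0.238), and in August for CstA of Thermosipho melanesiensis (0.21, p = 0.420).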

For samples collected within a season, gene expression ratios were calculated relative to the corresponding freshwater baseline. 

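More than 2-fold from the freshwater baseline of the season in at least 2 samples were 1709 of 2222 probes (76.9%): 603 upward alone, 533 downward alone and 539 in both directions, the rest reaching 2 samples only when the directions are added. At least 6 samples were reached by 1161 probes, and 1001 probes were more than 3-fold from baseline. This rule has no error term.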

Overall, 1496 (72% of the total) genes exhibited greater than 2-fold ratio changes in at least two samples, and these were selected for 2D clustering analysis (Fig. 5). The clustering diagram was dominated by five distinct patterns, designated “clusters A–E”; each consisting of hundreds of expressed genes (Fig. 5, divided by the white lines). The differential gene expression patterns could not be accounted for by one unique environmental factor, or by linear combinations of factors. However, use of Primer 6 software to generate multidimensional scaling plots of maximum variability among samples revealed a seasonal trend in the data set (Fig. S4), similar to results shown in Fig. 4, with April and August samples clustering separately. Also consistent with the previous analysis, MDS plots did not reveal distinct clustering of samples based on habitat (tidal freshwater, estuary, plume or adjacent ocean). 

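Plume and ocean samples differed from estuary samples in 426 probes in June (196 higher, 230 lower), 97 in April (21 higher, 76 lower), 47 in August (18 higher, 29 lower) and 0 in November, where limma gave 187 at an unadjusted p under 0.05. By list, higher and lower probes in June numbered 41 and 26 for nitrogen fixation, 34 and 21 for ammonium uptake and assimilation, 28 and 44 for nitrate assimilation, 27 and 48 for nitrate dissimilation, 6 and 5 for ammonia oxidation, 1 and 7 for RuBisCO, 12 and 16 for carbonic anhydrase, 3 and 14 for CstA, 6 and 4 for CsrA, 7 and 8 for methane and CO oxidation, 1 and 3 for light, and 15 and 12 for the added dehydrogenases. The lists were not tested as groups in this comparison. The June count is 243 without sample 340, 242 without sample 342 and 1225 with array weights, which give 740 in November. The August count is 7 without sample 50 and 5 with 75th percentile scaling, under which the April count is 51 (36 higher, 15 lower). The 4 June estuary samples come from 1 day and the 6 April estuary samples from 1 station on 1 day. Of the plume and ocean samples of the 4 seasons, 1 was taken on a day of the estuary samples of its season and 0 at a station of theirs, so zone is not separated from day and station.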

Close examination of the 2D clustering diagram in Figure 5, however, suggested additional trends in the dataset. Cluster A was composed of samples from low-light habitats in the estuary, mainly from November. This cluster also included estuarine samples that were collected from below the surface in June (4) and August (1), and one sample collected at the surface in June when turbidity was extremely high (data not shown). 

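In the 12 samples of cluster A, 0 probes averaged more than 2-fold above freshwater and 58 averaged more than 2-fold below. The fallen probes include 13 of nitrate assimilation, 13 of ammonium uptake and assimilation, 9 of nitrogen fixation, 6 of nitrate dissimilation and 6 of the added dehydrogenases. Genes named in clusters A to E were chosen after the values were seen. The carbonic anhydrases of Planctomyces maris (mean log2 ratio -1.57) and Blastopirellula marina (-1.33), CsrA of Desulfovibrio vulgaris (-1.17), a succinate dehydrogenase of Salinispora tropica (-1.16), a carbon starvation-induced protein of Oceanobacillus iheyensis (-1.07) and CoxL of HTCC2143 (-1.02) were among the 58 probes averaging below. The count of 0 becomes 20 without sample 207, 9 without sample 338 and 1 without sample 212. The samples lay at a mean depth of 7.67 ± 5.00 m (SD, n = 12).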

The relatively low differential gene expression observed in this cluster compared to the freshwater baseline samples can be explained by the fact that the river also experienced low light levels in November, as well as high turbidity in June. Photosynthetically active radiation (PAR) data were collected only for June and April, but the values corresponding to samples collected at 2-m depth in the estuary were almost 3X higher in April than in June (2.7×10^13^ versus 9.5×10^12^ micromole/m^2^/s, respectively). Consistent with the idea that light levels may have influenced sample clustering, analysis of the small set of probes on our microarrays corresponding to genes involved in light perception and utilization indicated that many of them produced relatively low signals for the samples within cluster A, and for June and November baseline samples, while the corresponding microarray probe signals were 2–10X higher for April samples in clusters D and E.

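The 37 light probes had a median log2 signal of 9.60 ± 0.11 in the 16 April samples of clusters D and E (SD), 9.53 ± 0.15 in cluster A (n = 12), and 9.46 ± 0.017 in the June and 9.455 ± 0.016 in the November baseline (n = 2 each). The bacteriorhodopsin of Vibrio angustum was 3.11-fold higher in the April samples than in cluster A and 3.60-fold higher than in the June baseline, and the bacteriorhodopsin precursor of Haloarcula marismortui was 2.27-fold higher than in the November baseline. The rhodopsin of Kineococcus radiotolerans was lower by log2 −1.48 than in cluster A. Over the whole list the April samples were at a median log2 of −0.0060 against cluster A (3 probes 2-fold higher, 4 lower), −0.066 against the June baseline (2 and 3) and 0.11 against the November baseline (1 and 1). With 75th percentile scaling 15 probes were 2-fold higher than in the November baseline and 2 lower, at a median of 1.76-fold, and the counts against cluster A and the June baseline were the same. These differences were not tested, and light was not analysed here.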

**Figure 5:**
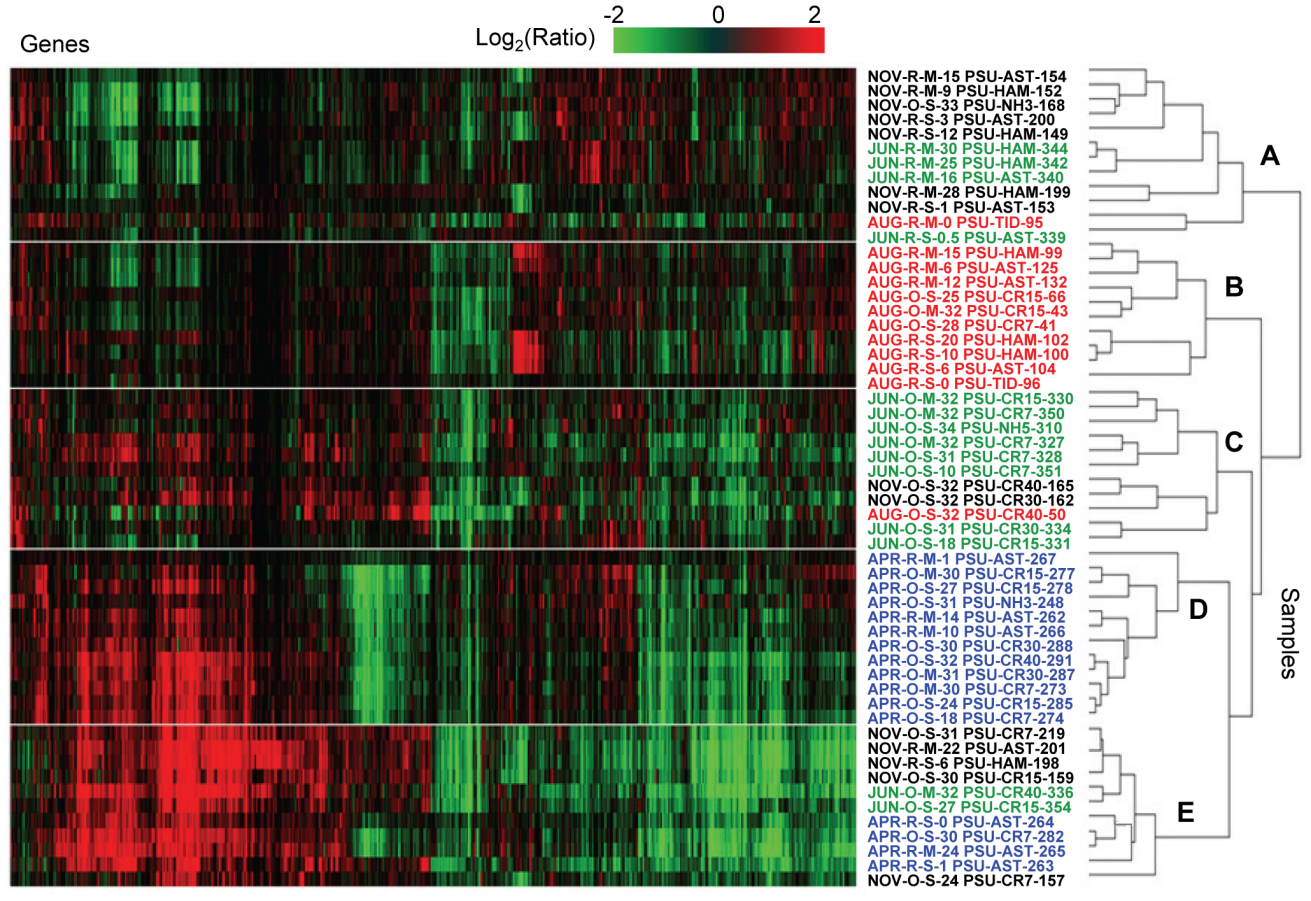
Differential expression across salinity gradients of the CRCM compared to seasonal tidal freshwater baselines. Gene expression ratios were calculated for each probe in each sample as log (base 2) transformed ratios over the corresponding seasonal average freshwater values. Genes were selected as differentially expressed if they had ratios over 2-fold in at least two different samples. Two-dimensional clustering of 1496 differentially expressed genes (columns) and 56 samples (rows) was performed using BRB ArrayTools software based on similarity matrix calculated with an agglomerative algorithm, and complete link correlation. Expression data are colored according to fold changes in the mRNA levels (displayed using a logarithmic scale). Green and red colors indicate decreased and increased values, respectively, within a sample relative to the seasonal freshwater baseline. The color scale indicates the magnitude of change. Sample names are colored according to the season: blue, April 2008; green, June 2008; red, August 2007; and black, November 2007. Samples are designated as described in Fig. 4.

Cluster B was composed of samples collected entirely in August across habitats characterized by variable salinities. 

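Cluster B holds 7 estuary and 3 plume and ocean samples, all from August. Of the probes, 31 averaged more than 2-fold above freshwater and 25 below, with 5 of methane and CO oxidation, 5 of the added dehydrogenases and 4 of ammonium uptake and assimilation among the higher. Higher probes number 48 without sample 006, the Beaver Army sample of the August baseline, and 17 with a single baseline over all seasons. The median sample had an R2 of 0.867 with its baseline. Water of these samples averaged 17.2 ± 2.60 °C (SD, n = 10), against 11.8 ± 3.08 °C in cluster A, 9.10 ± 0.538 °C in cluster D and 10.2 ± 1.30 °C in cluster E.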

Microbial biomass was dominated by phytoplankton throughout the CRCM in August (Fig. 3A and C), which could account for the similarities in gene expression patterns compared to the freshwater baseline. 

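The August samples outside cluster B held 0.18 and 1.62 µg/L chl a (n = 2), and the lowest chl a within cluster B was 2.61 µg/L (n = 10).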

In fact, the two August samples that did not fall into this cluster contained the lowest concentrations of chl *a* (Table S1). Also consistent with this idea, a large bloom of the ciliated protist *Myrionecta rubra*, containing cryptophyte chloroplasts, was observed in the estuary during the August cruise in 2007. Samples in cluster B were also characterized by higher temperatures compared to those in other groups, but because this was also the case for the freshwater baseline samples, increased temperature alone would not have resulted in the differential gene expression patterns that were observed.

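The nitrogenase alpha chain of Pelodictyon phaeoclathratiforme averaged log2 1.35 above freshwater in cluster C, 2.71 in cluster D and 3.50 in cluster E, and -0.57 in cluster A. The nitrogen regulator P-II of Methylophilales bacterium HTCC2181 averaged 2.30 in D and 3.24 in E, and the nitrite reductase of Pedobacter sp. BAL39 3.18 in E. Falls in E were as large, with P-II of Oceanicola batsensis at -3.91 and the carbonic anhydrase of Blastopirellula marina at -3.98. All these genes were chosen after the values were seen. In E 311 probes averaged more than 2-fold above freshwater and 329 below. The median sample had 734 probes more than 2-fold from freshwater in cluster E (263 to 987), 381 in D (36 to 590), 206 in C (124 to 645), 183 in A (72 to 463) and 134.5 in B (21 to 233). Median R2 with the baseline was 0.425 in E, 0.695 in D, 0.809 in C and 0.833 in A. Clusters were drawn from these ratios, so they were not tested against each other.

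**Figure D3:**
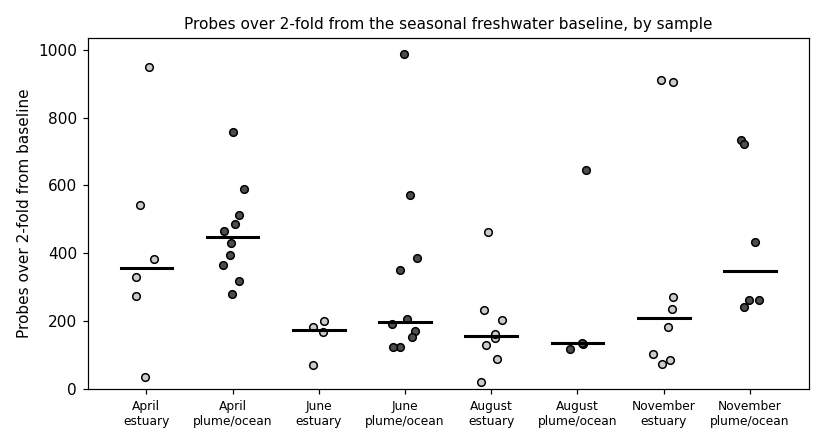
Probes more than 2-fold from the freshwater baseline in each sample, by season and zone.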

Clusters C–E contained samples exhibiting the highest levels of differential gene expression. Cluster C was composed of samples collected at high salinities in the plume and adjacent coastal ocean in June, at locations where chl *a* and total microbial abundance (total RNA) were very low (Fig. 2) and DOC was high (Fig. 3). This was in contrast to the June estuary samples, which did not fall into this cluster, and the freshwater baseline samples, both of which had higher concentrations of chl *a* and lower DOC. 

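The 8 June samples of cluster C held 2.98 ± 3.12 µg/L chl a (SD), a median of 6.335 µg/L RNA and 3.11 ± 0.419 (n = 7) mg/L DOC. June estuary samples held 5.71 ± 0.769 µg/L chl a and 2.425 ± 0.209 mg/L DOC (n = 4), and the June baseline 2.285 ± 0.0636 mg/L DOC (n = 2). The August sample of the cluster held 0.560 µg/L RNA and 1.50 mg/L DOC, and the 2 November samples averaged 1.29 µg/L chl a, 3.06 µg/L RNA and 1.58 mg/L DOC. In this cluster 19 probes averaged more than 2-fold above freshwater, 5 of them of nitrogen fixation, and 62 below, 16 of them of nitrate assimilation. Without sample 347, the Beaver Army sample of the June baseline, 84 probes averaged more than 2-fold above.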

One August and two November ocean samples included in cluster C also had low total RNA and chl *a* concentrations (Fig. 2), and intermediate DOC levels (Fig. 3). Thus, both salinity and availability of DOC may have influenced the grouping of samples into this cluster.

Clusters D and E contained samples from seasons when nitrate levels were high in the tidal freshwater baseline. The samples had nitrate concentrations that were, on average, 25% (cluster D) and 47% (cluster E) of the concentrations in corresponding seasonal freshwater baseline samples (Table S1), suggesting nitrate uptake by active microorganisms. Nitrate concentrations in cluster C samples were also about 70%, on average, of the levels in the corresponding freshwater baseline samples. This interpretation is consistent with the relatively high levels of differential gene expression observed for samples in these three clusters. 

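Nitrate in cluster C samples averaged 67.3 ± 53.9% of the freshwater baseline of their season (SD, n = 11), with a range of 2.51 to 138.1%. It averaged 23.3 ± 24.4% in cluster D (n = 12), 46.9 ± 34.3% in E (n = 11), 107.1 ± 44.2% in A (n = 12) and 107.6 ± 65.6% in B (n = 10). Clusters were not tested for nitrate, since season and cluster overlap.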

For cluster D (April) samples, the nitrate:phosphate ratios were additionally 4–20X greater in the river baseline samples compared to the estuary and plume (240 versus 59 and 11, respectively, Table S1 and Fig. 3), which may correspond to the grouping of samples into this cluster.

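The ratio of nitrate to phosphate was 227 ± 91.5 in the April baseline (SD, n = 2), 60.9 ± 16.6 in the estuary samples of cluster D (n = 3) and 16.6 ± 20.4 in its plume and ocean samples (n = 9).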

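Cluster E holds 4 April, 2 June and 5 November samples. The probe annotated as RuBisCO large subunit of Prosthecochloris vibrioformis averaged log2 2.00 there, and the RuBisCO small subunit of Nitrococcus mobilis -2.90, both chosen after the values were seen. Of the RuBisCO list, 5 probes averaged more than 2-fold above freshwater and 5 below. By list, probes averaging more than 2-fold above and below freshwater numbered 68 and 44 for nitrate assimilation, 56 and 29 for ammonium uptake and assimilation, 53 and 39 for nitrate dissimilation, and 47 and 51 for nitrogen fixation. They numbered 14 and 29 for carbonic anhydrase, 6 and 23 for CstA, 2 and 16 for ammonia oxidation, and 13 and 31 for the added dehydrogenases. The 311 higher and 329 lower probes of the cluster become 494 and 373 with 75th percentile scaling. RuBisCO then has 13 and 5, and the lists named after it have, in the same order, 103 and 49, 76 and 32, 93 and 43, 75 and 64, 24 and 33, 9 and 25, 5 and 21, and 14 and 32.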

Cluster E was composed of samples collected near the mouth of the Columbia River (with one exception) in November, June, and April. Close proximity of cluster E samples to the mouth of the river, and the failure to determine trends from other measured variables suggests that gene expression patterns may be correlated with factor(s) that we did not measure. All together, the trends described above suggest that bacterial and archaeal gene expression in the CRCM may be influenced (either directly or indirectly) by light (clusters A, D, E), phytoplankton biomass (cluster B), salinity (cluster C), proximity to the river mouth (cluster E), and availability of DOC (cluster C), nitrate, and phosphate (clusters C, D, E).

### Stability in gene expression patterns over time and across salinity gradients

Within each cluster, the highest similarity in gene expression patterns was observed for samples collected close together in space (in the estuary and plume) and time (1–2 day intervals). This was the case even though water salinity in these samples varied widely, e.g. from 10 to 30 PSU in April (Fig. 5, cluster D) and 6 to 25 PSU in August (Fig. 5, cluster B). Some of these samples had nearly identical gene expression patterns, despite being collected at different stages of the tidal cycle. 

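The closest profiles were those of June estuary samples 340 and 342, at 16 and 25 PSU (R2 = 0.968), November estuary samples 198 and 201, at 5.68 and 22.42 PSU (0.967), and August estuary samples 100 and 104, at 10.39 and 6.1 PSU (0.961). In April the plume and ocean samples 274 and 285, at 17.57 and 24.19 PSU, had 0.930. Samples of the same season and location taken 0 or 1 days apart had a median of 0.832 (42 pairs), samples of the same season from other locations 0.741 (426 pairs), and samples of other seasons 0.600 (1532 pairs). In each pair of samples named here, R2 was higher between the 2 samples than between the repeat hybridizations of either. Repeats of samples 198 and 201, for one, had 0.782 and 0.827. Sample profiles are averages of hybridizations, which can raise their R2, but a technical share in the closest profiles is not excluded. Tidal stage was not analysed here.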

With the exception of salinity, the environmental data for samples with such highly similar gene expression patterns were also very similar, with calculated pair-wise correlation coefficients in the range of 0.8–0.85 (for all numeric environmental data in Table S1). In November and August, some samples collected 5 to 10 days apart were also highly similar in terms of gene expression patterns, and, again, the temporal stability of these patterns corresponded to relatively similar environmental conditions (*R^2^* from 0.7 to 0.75). This suggests that gene expression, and, potentially, metabolic activity of microbial assemblages in the estuary and plume are stable over time and across a wide range of salinities, as long as other physical and chemical factors remain relatively unchanged.

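Of the November and August pairs taken 5 to 10 days apart, the closest was an August estuary sample, 96, with the August freshwater sample 006 (R2 = 0.955, 8 days). Both were fresh water, at 0.08 and 0.07 PSU. The median over the 86 pairs was 0.733, and the lowest 0.0343.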

### Functional gene expression signatures associated with salinity gradients of the CRCM

The largest and most uniform common gene expression pattern encompassed all of the April samples and many November and June samples, and it is represented by clusters C, D, and E (Fig. 5). Self-organizing maps (SOM) and Analysis of Variation (ANOVA at *P* values below 0.001) were used to select probes pertaining to this prominent expression pattern in the corresponding samples. The results of the two analyses were nearly identical, and included approximately 500 probes with higher relative signals compared to the freshwater baseline.

Several functional gene groups were represented by the probe subset, including genes involved in nitrate assimilation (Fig. 6), dissimilatory nitrate/nitrite reduction (e.g., in denitrification and dissimilatory nitrate reduction to ammonia pathways, Fig. 7), and carbon utilization pathways (Fig. 8). 

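Over the 34 samples of clusters C to E, 22 nitrate assimilation probes averaged more than 2-fold above freshwater and 24 below. Nitrate dissimilation had 12 above and 16 below, nitrogen fixation 22 and 15, ammonium uptake and assimilation 23 and 9, methane and CO oxidation 7 and 2, carbonic anhydrase 7 and 12, CstA 1 and 8, CsrA 1 and 3, RuBisCO 1 and 2, light 1 and 0, ammonia oxidation 0 and 9, and the added dehydrogenases 8 and 13. In total 111 probes averaged above and 126 below. With 75th percentile scaling the total is 289 above and 128 below, with 59 and 23 for nitrate assimilation, 60 and 15 for nitrate dissimilation, 41 and 18 for nitrogen fixation, 52 and 10 for ammonium uptake and assimilation, 15 and 2 for methane and CO oxidation, 17 and 12 for carbonic anhydrase, 3 and 9 for CstA, 7 and 3 for CsrA, 3 and 3 for RuBisCO, 5 and 1 for light, 1 and 8 for ammonia oxidation, and 9 and 12 for the added dehydrogenases.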

The corresponding 143 probes used to generate the data for Fig. 6, 7, 8 were additionally evaluated by BLAST searches against the entire NCBI nucleotide sequence database using the criteria described above. The majority of probes (138 out of 143) produced hits only to the intended functional gene target within the same microbial genus. Five probes out of 143 produced an additional hit from a different genus within the same family. These results were consistent with the bioinformatic and experimental probe validations described above, and indicated that the selected probe subset hybridized with specific functional targets >96% of the time.

**Figure 6:**
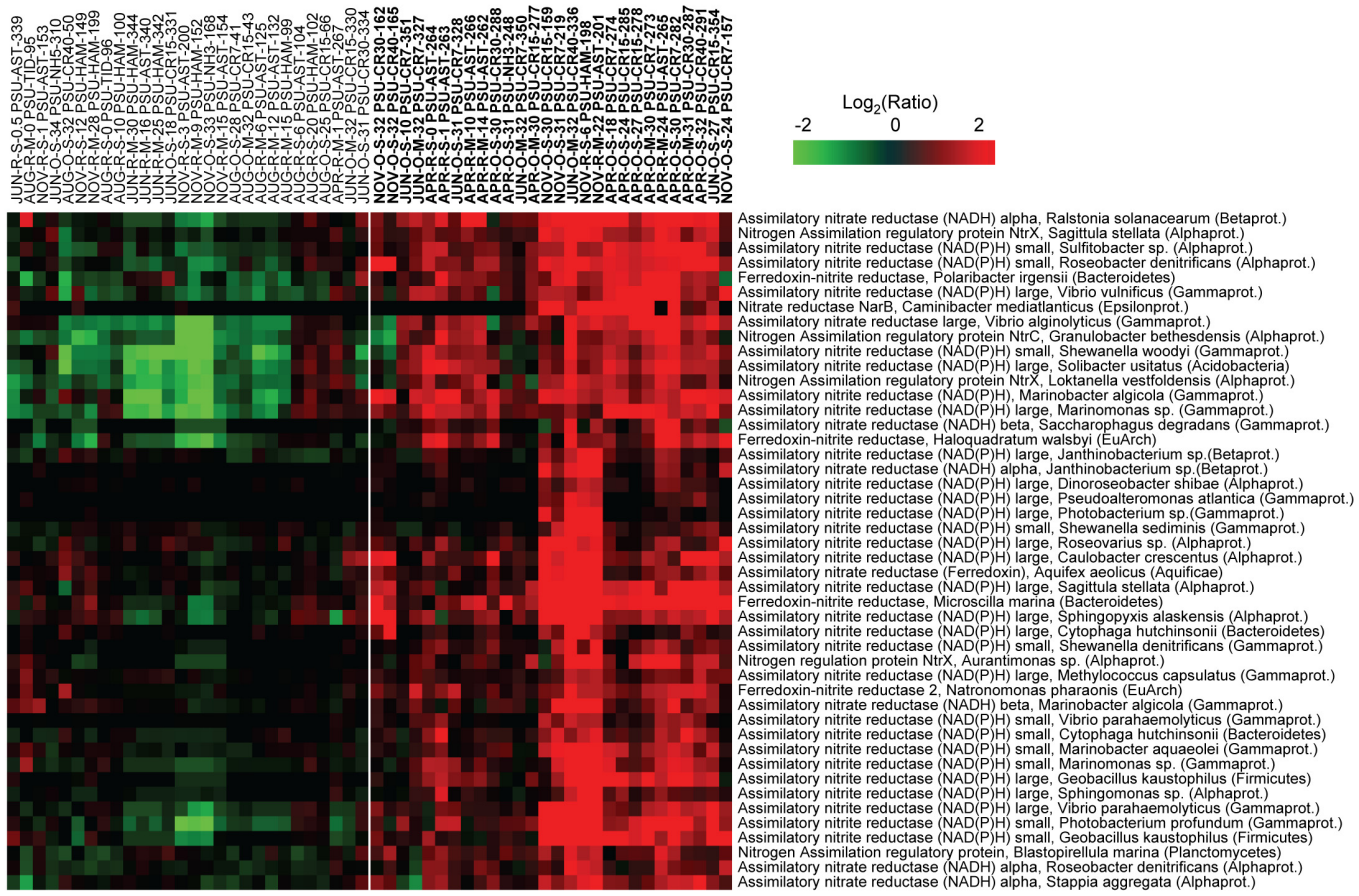
High relative expression of nitrate assimilation genes in comparison to the corresponding seasonal freshwater baseline. Gene sets were selected from clusters C–E of Fig. 5. Expression ratio calculations, 2D clustering, and the heat map display were prepared as described in Fig. 5, except that samples are shown as columns, and genes as rows. Gene names include the corresponding organism and phylum information. The sample cluster that has the upregulation pattern is separated from the rest of heat map by the while line, and the corresponding sample names are shown in bold.

**Figure 7:**
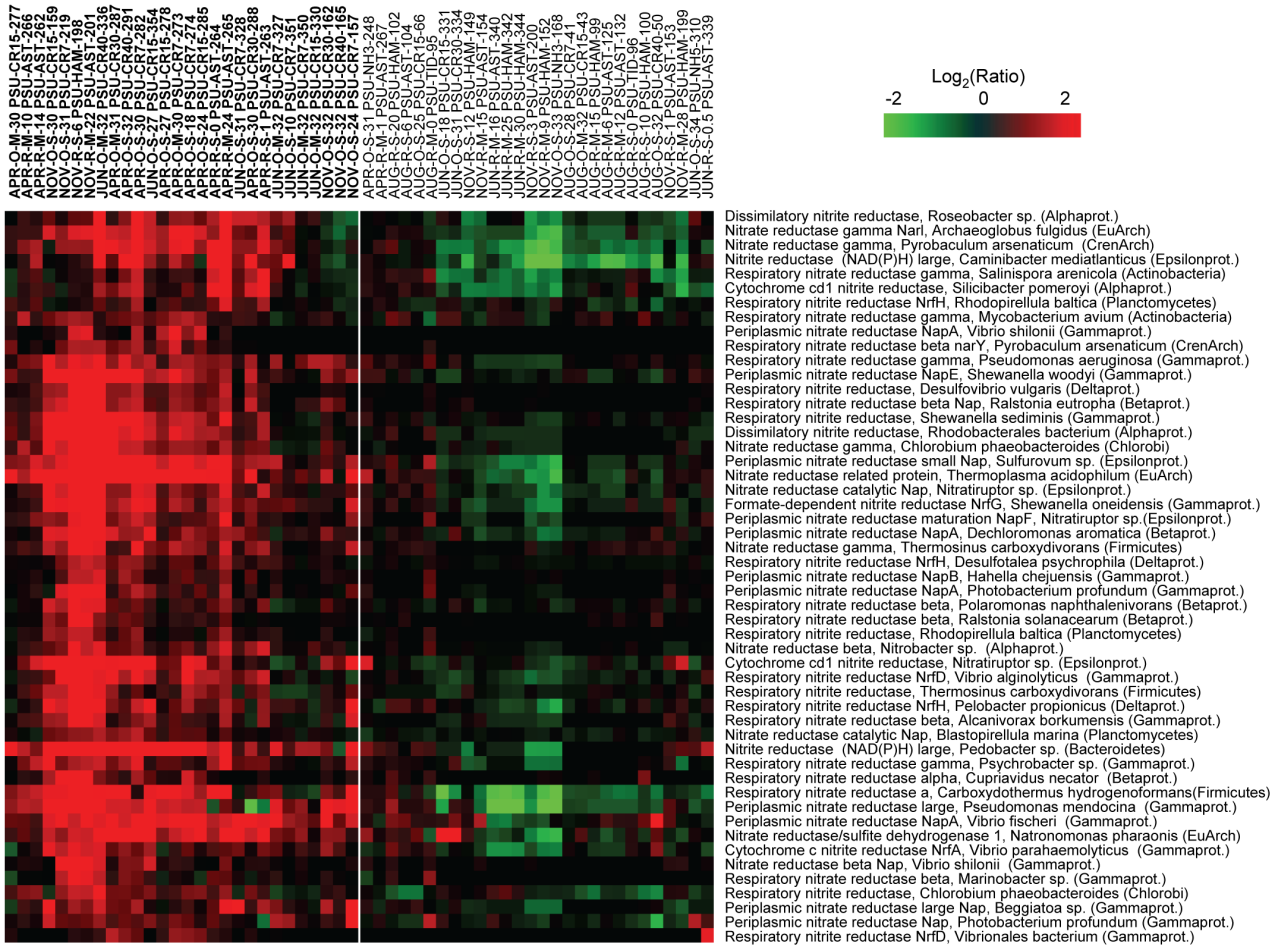
High relative expression of denitrification pathway genes in comparison to the corresponding seasonal freshwater baseline. Gene sets were selected from clusters C–E of Fig. 5. Expression ratio calculations, 2D clustering, and heat map display were done as described in Fig. 5 and 6.

**Figure 8:**
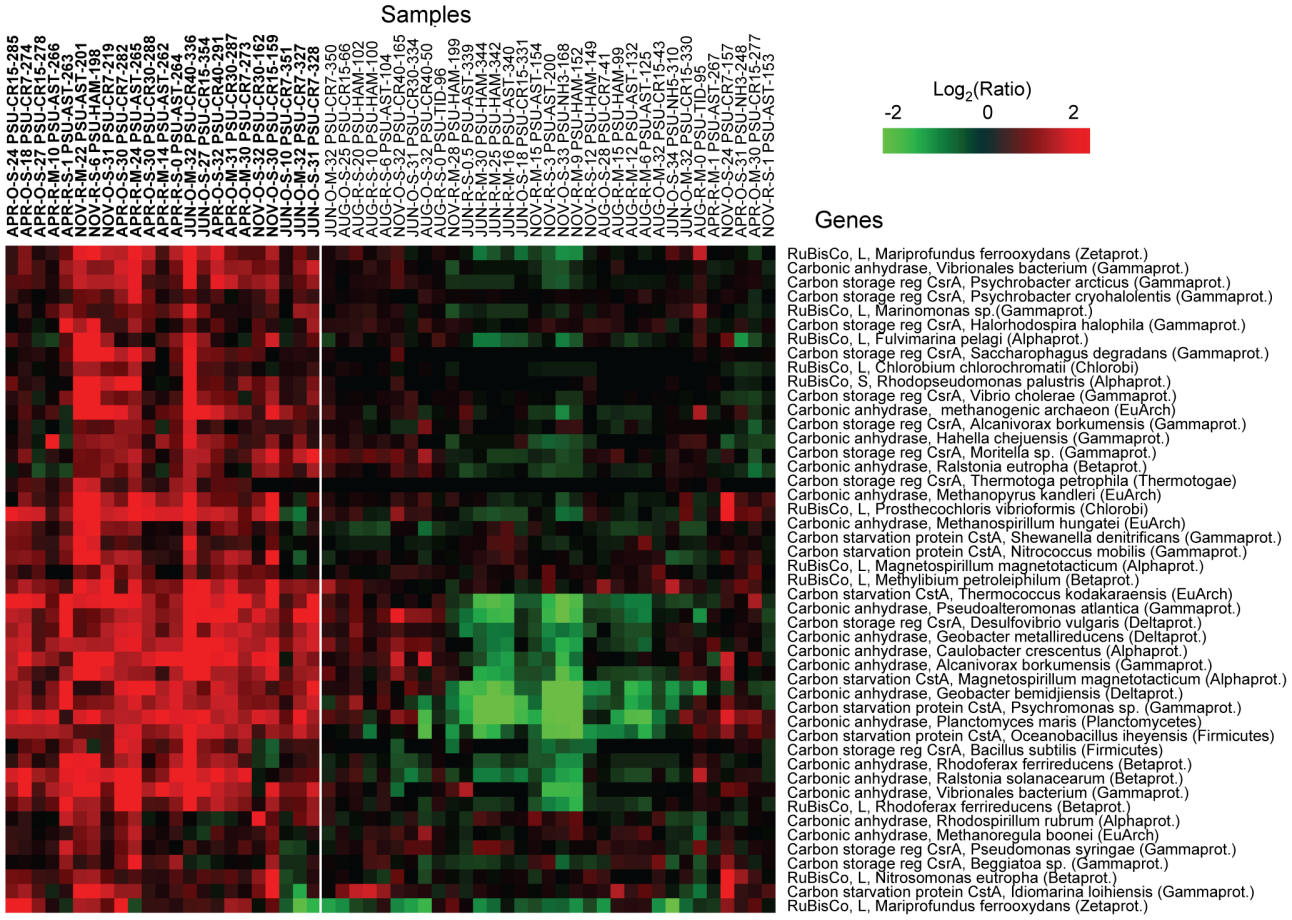
High relative expression of genes involved in carbon fixation, scavenging, and storage. Gene sets were selected from clusters C–E of Fig. 5. Expression ratio calculations were performed relative to the corresponding seasonal freshwater baseline; 2D clustering, and heat map display were done as described in Fig. 5 and 6.

The complete probe set used for microarray analysis contained all annotated genes for nitrogen metabolism for each included genome, and in many cases, genes from both nitrate assimilation and dissimilatory nitrate/nitrite reduction pathways were present in the same organism. However, the phylogenetic composition of the two associated probe subsets showed very little overlap (less than 15%), indicating that the enhanced signals for genes in these pathways likely corresponded to their expression in different organisms. 

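Of the probes averaging more than 2-fold above freshwater in clusters C to E, those of nitrate assimilation came from 20 organisms and those of nitrate dissimilation from 11, and 0 organisms were in both sets; by genus the overlap is 4.17% and by family 5.26%. Of the probes more than 2-fold above in at least 2 samples of cluster E, the sets held 78 and 83 organisms, and 29 (22.0%) were in both; by genus the overlap is 36.0% and by family 46.3%. Over all expressed probes, 93 organisms (43.1%) were in both. The overlap was not tested against chance. Nitrate dissimilation also takes reductases whose annotation names neither path, and no probe is in both lists. The overlap therefore depends on the wording of the annotation as well, and is not read as a separation of the pathways.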

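Among nitrate genes, the nitrite reductase large subunit of Pedobacter sp. BAL39 averaged log2 2.04 ± 1.96, higher in 30 of 34 samples of clusters C to E (SD). The nitrate reductase related protein of Thermoplasma acidophilum averaged 1.96 ± 1.35, higher in 31, NapA of Vibrio fischeri 1.69 ± 0.97, higher in 32, the ferredoxin-nitrite reductase of Microscilla marina 1.52 ± 1.25, higher in 28, and a nitrate reductase of Natronomonas pharaonis 1.47 ± 0.84, higher in 34. Lowest were the assimilatory nitrate reductase of Saccharophagus degradans (-2.08 ± 1.19, higher in 2) and the nitrate reductase gamma subunit of Desulfotomaculum reducens (-2.06 ± 0.88, higher in 0). These genes were chosen after the values were seen. Nitrate uptake was not measured, and no test links a nitrate gene to nitrate concentration here.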

The relatively high expression observed for both of these gene sets appeared to correspond to lower nitrate concentrations in the estuary, plume and adjacent coastal ocean compared to the freshwater baseline in April, November and June (discussed above) and to the (inferred) increase in nitrate uptake. Similar to our results, Glibert *et al.* [50] also found that nitrate uptake was relatively higher in April in the plume of the Chesapeake Bay estuary compared to other months during late spring, summer and winter.

Although both denitrification and DNRA are prominent processes in marine and estuarine sediments, expression of the genes involved in these pathways in our water samples was surprising because low levels of oxygen are required for cells to respire nitrate, and oxygen concentrations in the CRCM were relatively high during all analyzed seasons (Fig. 2A). We therefore hypothesize that denitrification and DNRA may be carried out by particle-attached bacteria that reside within suspended sediment particles, where oxygen may be limiting. Assuming microarray signals relate directly to enzymatic activity, our working hypothesis is that particle-attached organisms, which encounter low-oxygen microenvironments, expressed the genes for dissimilatory nitrate reduction in the water column, while free-living, or both particle-attached and free-living microorganisms, expressed nitrate assimilation genes. Alternatively, high expression of DNRA and denitrification genes may have resulted from residual activity of organisms transported from sub-oxic habitats, including estuarine sediments or the adjacent hyporheic zone. However, denitrifiers, at least, are often facultative anaerobes that do not require strictly anoxic conditions for respiration of nitrate [51], and the isolation of bacterial strains capable of denitrification under aerobic conditions has been reported [52]–[54]. Future biogeochemical rate measurements are needed to determine if these processes are occurring on suspended particulate matter in the Columbia River water column, a phenomenon that has been observed in the River Rhone plume and coastal waters of the northwestern Mediterranean Sea [55], [56].

Another probe subset with elevated signals corresponded to differential expression of genes involved in carbon utilization pathways (Fig. 8). These genes were relatively highly expressed in 13 out of 16 April samples, and also in 5 ocean samples from June. 

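Over the 328 probes of RuBisCO, carbonic anhydrase, CstA and CsrA, the median log2 ratio to freshwater averaged −0.091 ± 0.069 in the April estuary (SD, n = 6), −0.064 ± 0.073 in the April plume and ocean (n = 10) and −0.098 ± 0.10 in the June plume and ocean (n = 10). A median April estuary sample had 27 of these probes more than 2-fold above and 32 below, an April plume and ocean sample 24.5 and 45, and a June plume and ocean sample 12.5 and 24.5. In 0 of the 16 April and 0 of the 10 June plume and ocean samples were more probes above than below. With 75th percentile scaling, which moves the median of all probes against freshwater in April by log2 0.39, the April mean turns from −0.074 to 0.233, so its sign rests on the scaling, and more probes are above than below in 15 of the 16 April and 2 of the 10 June samples. The genes drawn in Fig. 8 are a selected subset and were not analysed here as a set.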

The gene group included carbon fixation genes encoding ribulose-1,5-bisphosphate carboxylase oxygenase (RuBisCO), the enzyme used to catalyze the first major step of carbon fixation in the Calvin cycle, and carbonic anhydrase (CA), the key enzyme of the CO_2_ concentrating mechanism [57]. 

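A probe annotated as RuBisCO large subunit of the green sulfur bacterium Prosthecochloris vibrioformis averaged log2 1.01 ± 0.88, higher in 31 of 34 samples of clusters C to E (SD). Whether its target fixes carbon was not tested. Carbonic anhydrases of Alcanivorax borkumensis averaged 1.47 ± 0.93, higher in 31, and of Planctomyces maris 1.29 ± 0.93, higher in 31. The RuBisCO small subunit of Nitrococcus mobilis averaged -1.72 ± 1.23, higher in 1 and the A-type carbonic anhydrase of Blastopirellula marina -3.61 ± 1.14, higher in 0; all were chosen after the values were seen. Against freshwater in April, RuBisCO had 0 higher and 4 lower probes (0 and 7 adjusted over the list alone) and carbonic anhydrase 0 and 3 (0 and 3). The list medians of log2 −0.06 and −0.05 turn to 0.37 and 0.23 with 75th percentile scaling.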

Based on the relatively high expression observed in April samples of such genes involved in prokaryotic primary production, it appears that blooms of autotrophic prokaryotes may occur in the CRCM in spring, similar to the eukaryotic phytoplankton blooms that occur there at that time [10]. Consistent with this idea, a recent study showed that a spring phytoplankton bloom in the Sargasso Sea was accompanied by a bloom of Alphaproteobacteria [58].

In addition, the highly expressed probe subset contained genes for the carbon starvation protein, CstA, and for the carbon storage regulator protein, CsrA. Both are key members of the global carbon storage regulatory (Csr) system involved in nutrient scavenging, utilization of alternative carbon sources, and quorum sensing [59]. 

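A predicted carbon starvation membrane protein of Magnetospirillum magnetotacticum averaged log2 1.10 ± 0.87, higher in 30 of the 34 samples of clusters C to E (SD), and CsrA of Desulfovibrio vulgaris 1.15 ± 0.76, higher in 31. The carbon starvation protein of Geobacillus kaustophilus averaged -1.53 ± 0.72, higher in 1 and CsrA of Desulfotomaculum reducens -2.77 ± 0.98, higher in 0; these genes were chosen after the values were seen. Against freshwater in April, the CstA list had 0 higher and 4 lower probes (0 and 4 adjusted over the list alone) and CsrA 0 and 3 (0 and 4). The CstA list holds all probes annotated with carbon starvation, so it is wider than the transporter. In November the camera test calls CstA lower (median log2 −0.20, adjusted p = 0.0245; adjusted p = 0.888 with an estimated correlation). It calls the added dehydrogenases lower as well (median log2 −0.20, adjusted p = 0.0245; adjusted p = 0.871 with an estimated correlation).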

Expression of the *cstA* gene, shown to encode a peptide transporter in *Escherichia coli* [60], is consistent with reports that dissolved combined amino acids (DCAA) are components of estuarine and marine dissolved organic matter and are utilized as a source of carbon and nitrogen by heterotrophic bacteria [61]. Because coverage of genes involved in carbon metabolism was limited to a few groups in the current probe set, future iterations will include genes for more pathways, with the goal of examining the relationship between microbial gene expression and dissolved organic matter utilization in the CRCM.

### Phylogenetic analysis of differential gene expression patterns

Consistent with our probe validation results, we analyzed the phylogenetic composition of the differentially expressed gene sets corresponding to clusters A through E (Fig. 5) at the family level (Fig. 9). For samples within each cluster we selected the probes that exhibited high signals relative to the freshwater baseline (the numbers of probes ranged from 135 to 578, depending on the cluster). 

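Probes more than 2-fold above freshwater in at least 2 samples of a cluster, the rule of Fig. 9, numbered 192 in A, 144 in B, 321 in C, 394 in D and 628 in E; this rule was taken up after the values were seen. Probes more than 2-fold below in at least 2 samples numbered 261, 196, 361, 374 and 661. By the mean over the cluster, the rule fixed beforehand, 140 lay above in D and 311 in E.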

Finally, we calculated the relative percentages of corresponding differentially expressed genes representing each microbial family. The relative representation of each family is also shown for the entire probe set, as well as for all probes producing signals above background (the 2076 probe set in Fig. 4). The composition of families represented in each cluster differed from the initial probe set and from one another. Although variability in the numbers of families represented by differentially-expressed genes in the different clusters was not large, there was a general trend toward higher diversity with increasing differential gene expression. Thus, cluster A contained 35 families and cluster B, 34 families with differentially expressed genes, while clusters C–E, showing more elevated levels of differential gene expression, contained 37, 39 and 40 families, respectively. 

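Counted in at least 2 samples of a cluster, the higher probes came from 54 families in A, 50 in B, 70 in C, 73 in D and 81 in E. Of the 36 families with at least 15 probes, 34, 32, 34, 35 and 36 had a higher probe. Rhodobacteraceae, common marine bacteria, had 22, 10, 34, 47 and 56 higher probes of 183. The number of higher probes differs between the clusters as well, and its part in the number of families was not tested.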

Some families in the initial probe set were not detected in particular clusters. A striking example of this was the absence of methanogen families in cluster A. Of the five families of methanogens represented by the probe set, three were not detected in cluster A, and a fourth was reduced relative to its representation in the other clusters. In contrast, differential expression was detected from all five methanogen families in cluster E, and from four of the five families in clusters B, C and D (Fig. 9A). Interestingly, two other families from the top 40 representative families were not detected in cluster A, and one of these was Haloarcula, another member of the Euryarchaeota.

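Of 10 methanogen families on the arrays, 6 had a higher probe in cluster A and 9 in cluster E. Methanosarcinaceae had 5 higher probes in A and 18 in E (of 78), Methanococcaceae 3 and 17 (of 60), Methanobacteriaceae 1 and 12 (of 32) and Methanocaldococcaceae 0 and 7 (of 20). Over all 2222 expressed probes the numbers were 192 in A and 628 in E. Halobacteriaceae, the family of Haloarcula, had 1 and 18 (of 60), and Sphingomonadaceae had 0 in A.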

**Figure 9:**
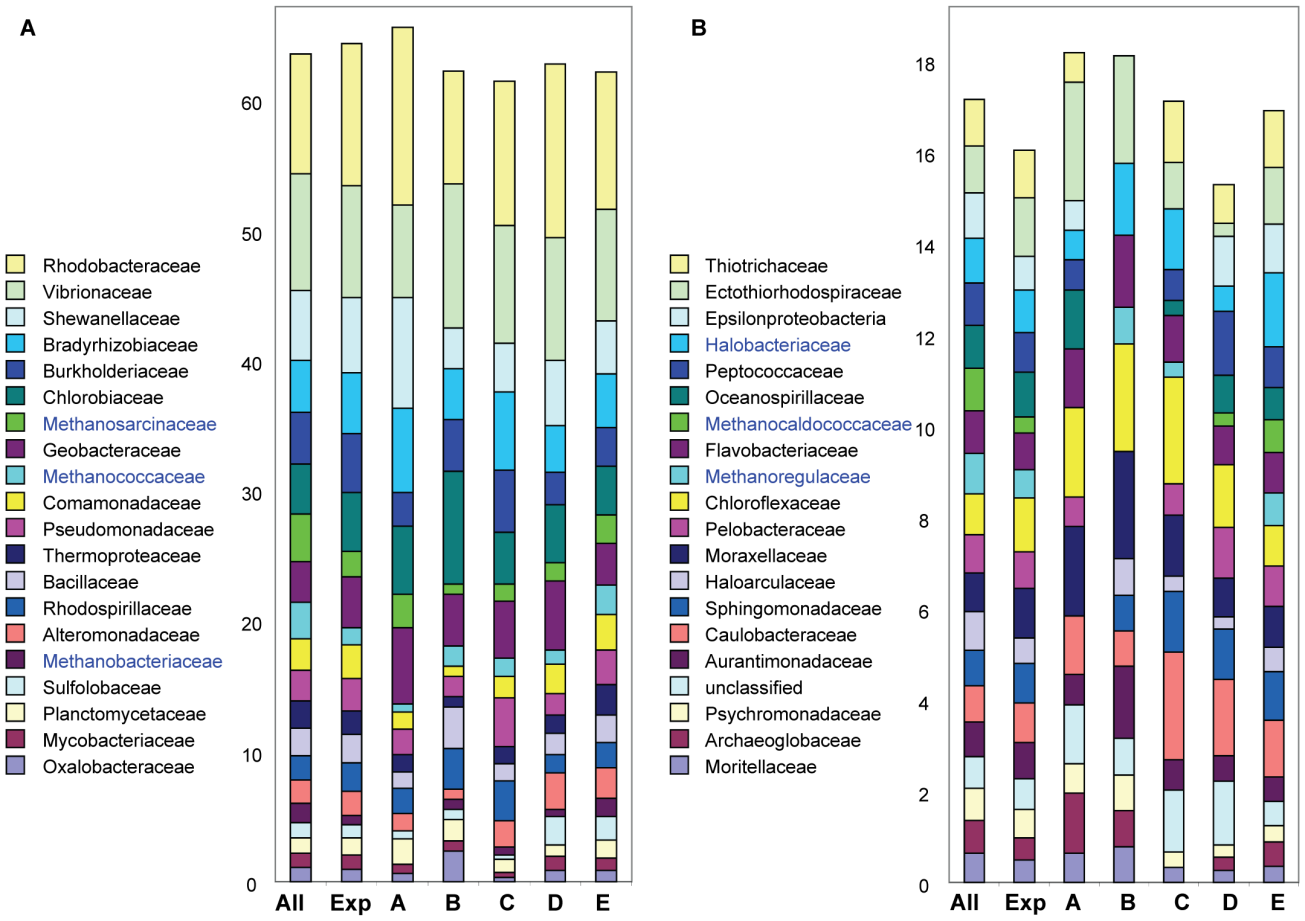
Phylogenetic analysis of differentially expressed microarray gene sets. For each cluster (corresponding to clusters A–E in Fig. 5), all genes upregulated over 2-fold relative to the seasonal freshwater baseline in at least 2 samples were selected (for cluster A, 160; B, 135; C, 301; D, 372; and E, 575 genes). The percentages of different prokaryotic families within each gene set are shown by different colors within the bar graphs. To the left is shown family representation of the entire probe set and of the probe set corresponding to expressed genes. Only families represented by a minimum of 15 probes are shown, these comprise 40 of the 96 total families. (A) The top 20 microbial families represented by >61% of the 2226 probe set; and (B) the next 20 microbial families represented by >16% of all probes. Euryarchaeota families with relatively high differential gene expression in cluster E are indicated in blue.

The highest similarity in phylogenetic composition was observed between cluster D and E gene sets (*R^2^* = 0.96), consistent with the sample clustering analysis described above (Fig. 5). In contrast to the other three clusters, D and E gene sets contained samples with relatively low differential expression of genes from Chloroflexaceae and Moraxellaceae. 

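Shares of families among the higher probes had an R2 of 0.918 between clusters D and E, 0.834 between C and D, 0.814 between A and D and 0.631 between A and B. Chloroflexaceae made up 1.02% of the higher probes in D and 0.796% in E, and 1.56%, 2.08% and 2.18% in A, B and C. Moraxellaceae made up 0.761% in D and 0.796% in E, and 1.56%, 2.08% and 1.25% in A, B and C.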

Distinguishing the two, however, was the relatively high differential expression of Euryarchaeota genes corresponding to several different families in cluster E (Fig. 9, shown in blue), and relatively low expression of Opitutaceae genes (data not shown). 

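Of the 354 probes of Euryarchaeota, 104 were higher in cluster E, 39 in D, 27 in C, 16 in A and 11 in B. Of all 2222 expressed probes 628 were higher in E and 394 in D. By share, 29.4% of the Euryarchaeota probes were higher in E, beside 28.5% for Alphaproteobacteria and 28.3% for Gammaproteobacteria. In D the shares were 11.0%, 20.7% and 17.4%. Of the 10 probes of Opitutaceae, 0 were higher in E, 1 in D, 3 in C, 4 in B and 5 in A. No phylum passed the camera test in any seasonal comparison.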

Finally, cluster B (August cluster) contained samples with relatively high differential expression of Chlorobiaceae, Oxalobacteraceae, and Aurantimonadaceae genes (Fig. 9). 

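In cluster B Chlorobiaceae, green sulfur bacteria, gave 12 of 81 probes and 8.33% of the higher probes, against 4.69% in A, 3.43% in C, 4.06% in D and 3.34% in E. Oxalobacteraceae gave 3 of 23 probes (2.08%) and Aurantimonadaceae 2 of 16 (1.39%). Vibrionaceae gave 9.03%. Families were not tested by cluster.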

Taken together, ourdata indicated that gene expression changes relative to freshwater and seasons occurred in phylogenetically diverse microorganisms (Fig. 5, 9).

### Conclusions

In this study we employed a functional gene microarray probe set for detection of target genes and their closely related homologs in bacteria and archaea from environmental samples. This initial probe set was not intended to provide comprehensive coverage, since so little genome sequence information was available for CRCM microorganisms. Our aim, instead, was to test the efficacy of gene expression microarrays for detecting microbial responses to environmental change. Since many of the analyzed genes showed relatively high expression, coverage by the current probe set is likely to be representative of several important functional processes. Expansion of the probe set and additional improvements are planned for future work.

Application of multiple bioinformatic and experimental probe validation analyses consistently yielded 85–90% specificity for detection of designated targets, with 10–15% recognition of homologs from organisms within the same microbial family. Because of the likelihood that our probes hybridized to homologs of their target gene in at least some environmental samples, we limited our interpretations of trends in the data to those involving relatively large gene sets (e.g., Fig. 6, 7, 8). We have furthermore avoided conclusions relating functional processes to specific genera or species, and have instead analyzed gene expression profiles at higher taxonomic levels. If gene expression in the CRCM by members of a particular genus or species is of particular interest, additional analyses will need to be performed to provide exact identification. A more general interpretation of gene expression profiles, however, provided us with information about large-scale responses of prokaryotic assemblages during different seasons in the CRCM.

The strong seasonal shift observed in gene expression profiles between April and August is likely to be related to seasonal differences in nutrient inputs into the CRCM. In the Columbia River, as in other estuaries in this region [2], [33], river flows dominate nitrogen inputs into the estuary in winter and spring, while upwelling has a greater influence in summer and fall. Our gene expression data imply that the microbial community response to these nutrient inputs may also be different. Interestingly, the upwelling index for August 2007 was relatively low (data not shown), potentially corresponding to the relatively low levels of differential gene expression observed in the estuary, plume and adjacent coastal ocean relative to freshwater during that time. Given that differential gene expression in April was comparatively elevated, these observations may suggest that higher nutrient inputs into the estuary contribute to elevated levels of differential gene expression by bacteria and archaea relative to expression upriver, while lower nutrient inputs result in more similarity in gene expression throughout the system. Multi-year analyses to assess variation in gene expression in response to variability in composition, quantity and source of nutrient inputs will be necessary to test this hypothesis.

Taken together, our results suggest that river-derived nutrients, which build up over winter, have large effects on gene expression of microbial assemblages in the estuary, plume and adjacent coastal waters in the spring when temperature and light become favorable for growth. Both April, prior to the spring freshet, and August in late summer were productive by a number of criteria, including measurements of total RNA, chl *a*, and overall gene expression. The presence of abundant microbial populations in the estuary in April coincided with elevated differential gene expression relative to the end-member freshwater samples and involved large numbers of probes (370–500). 

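Against freshwater in April, the respiratory nitrate reductase gamma subunit of Maricaulis maris (log2 1.59 ± 0.35 (SE), adjusted p = 0.00294; 16 samples against 2), NapC of Vibrio harveyi (1.08 ± 0.28, adjusted p = 0.0146), the assimilatory nitrate reductase of Roseovarius sp. 217 (1.06 ± 0.30, adjusted p = 0.0359) and a PAS/PAC sensor kinase of Marinobacter algicola (1.64 ± 0.485, adjusted p = 0.0451) rose. The Roseovarius probe was above background in 8 of 16 samples and in 0 of 2 baseline samples, which puts its rise at 1.33-fold or more. Falls were larger and more numerous: the carbonic anhydrase of Blastopirellula marina (-2.96 ± 0.85, adjusted p = 0.0354), the periplasmic (-2.63 ± 0.43, adjusted p = 3.63e-05) and assimilatory (-2.42 ± 0.59, adjusted p = 0.00721) nitrate reductases of Saccharophagus degradans, Nifr3 of Aurantimonas sp. SI85-9A1 (-2.54 ± 0.36, adjusted p = 1.72e-06), a nitrogenase of Rhodospirillum rubrum (-2.33 ± 0.61, adjusted p = 0.0150) and the nitrite reductase of Photobacterium profundum (-2.32 ± 0.30, adjusted p = 2.20e-07). Alcohol dehydrogenases of Marinobacter sp. ELB17 (-2.48 ± 0.32, adjusted p = 2.20e-07) and Geobacter sp. FRC-32 (-2.30 ± 0.59, adjusted p = 0.0124) fell as well. So did a carbon starvation-induced protein of Algoriphagus sp. PR1 (-1.79 ± 0.33, adjusted p = 2.45e-04), the sensory rhodopsin II transducer of Magnetospirillum magneticum (-1.78 ± 0.34, adjusted p = 4.08e-04), CsrA of Geobacter sulfurreducens (-1.735 ± 0.34, adjusted p = 6.07e-04), PII of Marinobacter sp. ELB17 (-1.46 ± 0.40, adjusted p = 0.0216) and the RuBisCO small subunit of Nitrosomonas europaea (-1.15 ± 0.26, adjusted p = 0.00358).
In all, 5 probes rose and 63 fell, and 365 had an unadjusted p under 0.05. The plume and ocean alone gave 24 rises and 116 falls and the estuary alone 2 and 7. By list, rises and falls numbered 2 and 15 for nitrate assimilation, 2 and 11 for nitrate dissimilation, 0 and 6 for nitrogen fixation, 0 and 3 for ammonium uptake and assimilation, 0 and 1 for light, 0 and 3 for the added dehydrogenases, and 0 and 0 for ammonia oxidation and for methane and CO oxidation. Adjusted over the list alone, ammonium has 0 and 1, light 1 and 1, the dehydrogenases 1 and 3, and the others named here the same numbers. Without freshwater sample 270 the count is 7 and without sample 268 it is 35. The plume and ocean count is 42 without 270 and 57 without 268, and the estuary count 0 without 270 and 23 without the August sample 50. With 75th percentile scaling 17 probes rise and 28 fall, and with array weights 408 rise and 455 fall; the first hybridization alone gives 23. Of the genes named, those of P. profundum and Aurantimonas and the alcohol dehydrogenase of ELB17 still pass without sample 270, and the other calls are lost. The 4 named rises are lost with the first hybridization alone as well. Where a freshwater sample is left out, the baseline is 1 sample and the spread comes from the other groups. A call lost in that way can come from lost power as well.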

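Against freshwater in August, a carbonic anhydrase of the alpha proteobacterium HTCC2255 (log2 -2.42 ± 0.47 (SE), adjusted p = 0.00761; 12 samples against 2), the nitrite reductase small subunit of Pseudomonas mendocina (-1.90 ± 0.38, adjusted p = 0.00847), CstA of Thermosipho melanesiensis (-1.84 ± 0.425, adjusted p = 0.0361) and the ammonia-forming nitrite reductase of Shewanella sediminis (-1.31 ± 0.27, adjusted p = 0.00847) fell, and 0 probes rose. Adjusted over the list alone, CstA has 2 falls and light has 1. An unadjusted p under 0.05 was given by 129 probes. Without freshwater sample 002 the count of 4 is 0, and without 006 it is 1. It is 0 with Beaver Army as the only baseline and 47 with array weights. The estuary alone gave 0 probes (125 unadjusted; 1 without November sample 207 or 212) and the plume and ocean alone 6 falls, with 2 left without sample 002 and 3 without 006.
The change from freshwater differed between April and August in 31 probes (2 more positive and 29 more negative in April; 226 unadjusted). Among them are NapC of Psychromonas ingrahamii (log2 −2.71 ± 0.74, adjusted p = 0.0387), the carbonic anhydrase of Halobacterium (−2.63 ± 0.61, adjusted p = 0.0113) and a nitrite reductase of Geobacter uraniumreducens (−2.56 ± 0.56, adjusted p = 0.00789), all more negative in April. More positive was the carbonic anhydrase of HTCC2255 (2.53 ± 0.66, adjusted p = 0.0270). The count is 15 without sample 268, 1 without 270 and 0 without 002. It is 0 with Beaver Army as the only baseline, 1 with the first hybridization alone, 10 with 75th percentile scaling and 425 with array weights.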

Microbial biomass and gene expression was also relatively high in the river and plume in August, but for reasons discussed above related to lower nutrient inputs and perhaps also because phytoplankton were abundant during this time, little differential gene expression was observed. Our data also suggest that generally unfavorable conditions in the estuary (winter conditions in November, and record high river discharge in June) resulted in relatively lower microarray signals and limited elevation of gene expression (observed only for 160 genes) for most of the corresponding samples. Thus, our data support the hypothesis that during periods of high riverflow both estuarine nutrient gradients and estuarine microbial communities are strongly influenced by river discharge [32].

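Neither in June nor in November did a probe pass against freshwater; limma gave 41 probes at an unadjusted p under 0.05 in June and 107 in November. All 11 fixed lists with members had 0 rises and 0 falls in both seasons, and adjusted over the list alone carbonic anhydrase had 1 fall in November. In the June estuary alone 4 probes rose (83 unadjusted), and 0 of them are left without sample 340, 342 or 347, 2 without sample 344 and 13 without sample 339. In the June plume and ocean alone 12 fell (164 unadjusted), with 0 left without sample 338 and 5 without 347. The November estuary and its plume and ocean gave 0 probes (49 and 214 unadjusted); without freshwater sample 212 they give 3 and 2, and both zones together 3. The changes in June and November did not differ from each other in any probe (24 unadjusted), and without sample 212 in 1. With a median of 348.5 probes per sample more than 2-fold from freshwater, the November plume and ocean exceeded the June plume and ocean (198.5) and the June estuary (174.5) by count, which was not tested.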

Our analysis of geochemical gradients indicated that no single factor was limiting for the development of productive microbial assemblages. Instead, microbial activity may have been determined by multiple combinations of environmental factors, such as described in a large body of literature discussing resource co-limitation in oceans (for review see [34]). Nevertheless, we were able to discern certain trends in differential gene expression related to combinations of light, location, salinity, nutrient concentrations, and phytoplankton biomass. Somewhat surprising was the fact that, within the estuary, salinity by itself did not appear to more strongly influence gene expression profiles. This may be a consequence of adaptation by microbial populations to constantly fluctuating salinities resulting from the dynamic mixing of seawater and freshwater.

The seasonal and inter-annual variability of external forcing (e.g., Fig. S5) and circulation conditions in the Columbia River are too high to allow an exhaustive characterization of microbial gene expression based on two years of field campaigns. Continuing campaigns (e.g., 2009–2010) will help, but our ultimate goal is the development of in-situ continuous microbial observations. Sensors to accomplish these types of observations are being developed at CMOP [62] and may additionally be supplemented with advanced instrumentation developed elsewhere [63]. Although the microarray profiles generated from this work are complex and their interpretation with respect to growth and activity of microbial populations in the CRCM will require ongoing analyses, our results indicate that environmental data and gene expression data may correspond in ways that facilitate our understanding of the drivers – physical, chemical, and microbial – of estuarine processes.

## Materials and Methods

### Collection of water samples

Water samples from the tidal freshwater, estuary, plume and adjacent coastal ocean were collected during four CMOP research cruises in August 2007, November 2007, April 2008, and June 2008, as described in detail in http://www.stccmop.org/research/cruise. Locations of the sampling stations are shown in the map in Fig. 1A. For each location, water was collected at the surface (1–3 m), and at a mid-depth ranging from 4 to 50 m depending on salinity, and, whenever possible, in association with a peak in chl *a* fluorescence. Samples were collected using 10-L Niskin bottles mounted to a CTD (conductivity-temperature-depth meter) rosette. All microorganisms present in the water column were collected by filtering water through Sterivex 0.22 µm filter units (Fisher Scientific, Waltham, MA). The volume of filtered water varied from 1 to 6 liters depending on rapidity of filter clogging (typically, 4–6 liters in the plume and coastal ocean, and 1–2 liters in the river), and was recorded for each sample. The filters were preserved in 2 mL of RNAlater reagent (Ambion, Austin, TX), frozen, and stored at -80°C.

### Environmental data acquisition

During sample collection, water temperature, salinity, and depth were recorded with a Sea-Bird 911+ CTD (conductivity-temperature-depth) profiler (Sea-Bird Electronics Inc., Bellevue, WA). Dissolved oxygen SBE43 (Sea-Bird) and chl *a* fluorescence (WetStar, WET Labs, Philomath, OR) sensors provided additional data. Aliquots of each water sample were used to obtain chemical and biological data, including nutrient concentrations, bacterial production, and chl *a* and pheophytin *a* fluorescence. Selected chemical data for the analyzed samples sets are shown in Fig. 1–2, while the entire suite of measurements is shown in Table S1. Daily values of river discharge at the Bonneville Dam, near Stevenson, Oregon (Fig. 1B) were acquired from the U.S. Geologic Survey's National Stream Water Quality Network (http://water.usgs.gov/nasqan/). Macronutrients (nitrate + nitrite – referred to hereafter as nitrate, ammonium, silicic acid and phosphate) were measured on a Lachat QuikChem 8000 Flow Injection Analysis system using standard colorimetric methods [64]. Bacterial production was measured as the rate of incorporation of L-[^3^H]leucine (50 nmol/L final concentration) using methods described elsewhere [39]. Dissolved organic carbon was measured by filtering 20 mL of water through a GFF filter (ø 25 mm, Whatman, Piscataway, NJ). The filters were analyzed by HPL analytical services as described [65] using a TOC-5000 total organic carbon analyzer (Shimadzu, Columbia, MD). Particulate organic carbon (POC) was measured by filtering 100–300 mL of water onto a pre-combusted (12 hours at 500°C) GFF filter (ø 25 mm, Whatman) to collect suspended particulate matter for elemental analysis. The POC content on the acid-fumed filters was determined using a Carlo Erba NA-1500 Elemental Analyzer (Thermo Fisher Scientific, Waltham, MA), configured and operated as described [66].

### Total RNA isolation from filter samples

For each filtered water sample, total RNA was isolated from all microorganisms, both prokaryotic and eukaryotic, that were retained on 0.2 µm filters. The RNA isolation protocol described in Griffiths *et al* [16] was modified in the following manner. Each Sterivex filter was removed from the holder, cut longitudinally and placed into 2 ml screw-top eppendorf tubes containing CTAB extraction buffer (5% CTAB, 0.8 M NaCl in 0.1 M phosphate buffer, pH 8.0) and 0.5 mL zirconia/silica beads (1∶1 mixture of 0.1 and 1 mm, BioSpec Products, Bartlesville, OK). Bead beating for microbial cell disruption was performed for 1 min using a FastPrep FP120 machine (Thermo Fisher Scientific, Waltham, MA). The filter strips were re-extracted 3 times to maximize RNA yield, after which the extracts were pooled together and supplemented with an equal volume of a 1∶1 mixture of phenol:chloroform, and 0.1 volume each of 10% SDS, and 10% sodium lauryl sarcosine. Sample extracts were incubated for 20 min at room temperature with intense shaking (80 rpm), followed by standard phenol:chloroform extraction and isopropanol precipitation. The extracted RNA was treated with RNase-free DNase (Qiagen, Germantown, MD), and then purified using the RNeasy Kit (Qiagen) as recommended by the manufacturer. The RNA content was measured spectrophotometrically with a Nanodrop 3300 instrument (Thermo Fisher Scientific), and RNA quality was evaluated by capillary electrophoresis using an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). Prominent rRNA peaks (both prokaryotic and eukaryotic) were observed in all samples. RNA concentrations were normalized per liter of filtered water to generate the RNA values shown in Fig. 3C. We used several sets of replicate samples to analyze the reproducibility of our RNA isolation procedure and the variability in total RNA content introduced by sample handling during water collection, filtering, and on-board storage. In all cases, RNA concentrations calculated for independently processed replicate samples had low coefficients of variation (4 to 14%, data not shown). Thus, the normalized RNA concentrations were used as a measurement of total living microbial biomass in the samples.

### Preparation of fluorescently labeled cDNA targets for microarray hybridization

Total RNA samples were converted into cDNA using the Superscript III Reverse Transcriptase Kit (Invitrogen, Carlsbad, CA) with random hexamer primers. RNA was removed with RNase H according to the manufacturer's protocol. The cDNA samples were purified using QIAQuick Nucleotide Removal Kit (Qiagen), and fluorescently labeled using LabelIT uArray Cy5 Kit (Mirus Bio, Madison WI) as described by the manufacturer. The Cy5-labeled cDNA samples were purified using Illustra ProbeQuant G-50 Micro Columns (GE Healthcare, Piscataway, NJ), dried in a SpeedVac centrifuge and applied for microarray hybridization.

### Subtractive hybridization assays

Partial depletion of rRNA from total RNA was performed using MICROBExpress™ Bacterial mRNA Enrichment Kit (Ambion, Austin, TX) as recommended by the manufacturer. A pooled sample of total RNA was divided into two aliquots, one of which was subjected to rRNA subtractive hybridization and removal using universal rRNA-specific primers and magnetic beads. Target cDNA samples were prepared independently for both untreated and partially depleted aliquots and equal amounts of each target preparation were hybridized to replicate microarrays. Results indicated that the relative rRNA content of this aliquot decreased to approximately 80% (from >95%), as estimated by capillary electrophoresis (data not shown).

### Selection of genes of interest and microarray design

Genes of interest were selected using the Integrated Microbial Genomes (IMG) 2.5 system from DOE Joint Genome Institute [28]. Approximately 300 sequenced genomes from environmental bacteria and archaea (251 and 48, respectively) were used for keyword-based selection of genes from those genomes with well-defined functional annotation related to carbon and nitrogen metabolism (which made up 48% and 27% of the selected genes, respectively). The remaining 25% of selected genes encoded well-characterized enzymes of central metabolism (housekeeping functions) and a small number (37) of light perception genes.

Oligonucleotide probes were designed from the list of genes of interest using Probe Weaver software (CombiMatrix Corporation, Mukilteo, WA). The recommended standard settings were used for selection of 35- to 45-nt oligomers in the sense orientation, with the melting temperature of target:probe hybrids varying from 70°C to 75°C. The software was used to select probes based on their specificity within the submitted gene set. Thus, to prevent cross-hybridization of the selected probes with rRNA, 146 and 882 rRNA genes from eukaryotic and prokaryotic microorganisms, respectively, were added to the submitted gene list. These rRNA sequences were not used to design probes, but rather to filter the selected probes against cross-hybridization. After completion of the probe design, the probe sets were synthesized in situ on the surface of CombiMatrix CustomArray™ 12K and 4X2K oligonucleotide microarrays (described in www.combimatrix.com).

### Microarray hybridization and re-use

Hybridization of CustomArray™ microarrays was performed as recommended by the manufacturer (http://www.combimatrix.com/docs/PTL005_00_4x2K_Hyb_Imaging.pdf), using the single-color experimental scheme. The microarrays were hybridized at 46°C for 16 hours, using Cy5-labeled cDNA targets, 3–4 µg per microarray for the 12K format, or 1.5–2 µg per sector for the 4X2K format. Hybridization images were obtained using a ScanArray 4000 fluorescent scanner (PerkinElmer, Waltham, MA) at 5 micron resolution, and quantified with Microarray Imager software (CombiMatrix). For microarray re-use, the labeled targets were chemically denatured and removed from microarray probes as described in the CombiMatrix stripping protocol (http://www.combimatrix.com/docs/PTL002_01_4x2K_StrippingReHyb.pdf). The quality of target removal was evaluated by scanning at 5 micron resolution. In total, each microarray was used four times, as recommended by the manufacturer.

### Microarray data analysis and deposition

Data normalization based on the quantile algorithm was done using the Probe Weaver software from CombiMatrix. The background signal value was calculated as the mean intensity of the lowest 5% of all signals. Genes were selected as significantly expressed if the corresponding probes produced normalized signal intensities exceeding the background value plus 3X standard deviation in at least 2 different samples. Gene expression ratios for each seasonal sample set were calculated versus corresponding freshwater river baselines. For each gene represented on the microarrays, the baseline was calculated as the average of the normalized signal intensities in two independent samples collected at the Beaver Army Terminal (River Mile 53, Fig. 1A, the corresponding samples are shown in bold in Table S1). Ratios of differential gene expression were then calculated for each gene in the remaining 56 samples as log_2_ (signal intensity of the gene in the sample) minus log_2_ (intensity of the gene in the corresponding seasonal river baseline). Finally, to select for statistically significant changes, genes were designated as ‘differentially expressed’ if the corresponding ratios varied by at least 2-fold in at least 2 out of 56 samples (consistent with recommended criteria [67], [68]). Scatter plot analysis of duplicate hybridizations, calculation of pair-wise correlation coefficients among samples, and ANOVA were done using NCI-supported software BRB-ArrayTools (http://linus.nci.nih.gov/pilot/index.html). Clustering and self-organizing map (SOM) analyses were performed using Cluster and TreeView software (http://rana.lbl.gov/eisen/ [69]). The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [70], and are accessible through GEO Series accession number GSE18303 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE18303).

## Supporting Information

Figure S1 Validation of microarray probe specificity with Bacillus subtilis RNA. Total RNA was isolated from laboratory cultures of Bacillus subtilis, converted to fluorescently labeled cDNA, and hybridized in duplicate to microarrays. (A) Representative plot of the raw signal intensity data sorted by organism annotations; (B) raw signal intensity data for a subset of probes corresponding to Bacilli/Bacillales probes only.
(0.18 MB TIF)

Figure S2 Experimental variation and reproducibility of microarray data. Microarray data were analyzed using scatter plots of replicate experiments. Each data point on a scatter plot represents an individual probe. X and Y values are the normalized signal intensities (log scale) in the first and second hybridizations, respectively. The angled lines show the two-fold cut-offs for the ratios between X and Y values. Data points located outside of the lines show significant (over 2-fold) difference between values obtained in the first and second hybridizations, and they are indicated with closed circles. The data points located within the cut-off lines are indicated with open circles.
(0.82 MB TIF)

Figure S3 Pair-wise correlation (Spearman rank) coefficients calculated for four sampling seasons. Within each season,microarray profiles for each sample were compared to those for the corresponding seasonal freshwater end-member (collected at Beaver Army Dock, Fig. 1A). The resulting correlation coefficients were plotted according to water salinities. Black and gray squares represent ocean and river samples, respectively. Trend lines were generated in Excel.
(0.12 MB TIF)

Figure S4 Multidimensional scaling (MDS) plots of maximum variability among samples. MDS plots were constructed using Primer6 software. Samples are displayed according to sampling time (A, April; J, June; AG, August; N, November).
(0.31 MB TIF)

Figure S5 Seasonal and inter-annual variability of Columbia River discharges. Recent years (1997 and 2001) with extreme discharge levels are shown for context relative to the years of CMOP campaigns to date (2007–2009; campaign periods marked at the bottom of the graph). In light gray, discharges for all other years since 1997 are shown. Inter-annual variations are most marked in winter and during spring freshets (May-June), but are present throughout the year. Q, river discharge in m3s-1.
(0.20 MB TIF)

Table S1 Corresponding physical, chemical and biological characteristics of the seasonal sample sets analyzed by microarray analysis. Location codes: number shows distance from the coast in km; CR, Columbia River transect in the plume and coastal ocean; NH, Newport Hydroline transect in the coastal ocean at Newport, Oregon; AST and HAM, CRE locations near Astoria (river mile 7–9) and Hammond (river mile 5), respectively; TID, CRE locations in the tidal basin (river mile 22–23); BA, river location at Beaver Army Dock (river mile 53) near Quincy, Oregon; UP, river at mile 74. River baseline samples are shown in bold. Leucine incorp., leucine incorporation by heterotrophic plankton.
(0.64 MB TIF)

How the deposited data were processed for this re-analysis (not part of the article)

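The authors hybridized Cy5-labelled cDNA from each water sample to 4X2K CombiMatrix arrays, scanned them, and deposited for every hybridization the mean and median pixel intensity of each spot, without background subtraction. The chips were stripped and re-used, and each was used 4 times in all. The authors also deposited a table of intensities after their own quantile normalization in Probe Weaver, averaged over the hybridizations of a sample and on a linear scale. What is named main in the text was computed from the scanner values, and the deposited normalized intensities were used as an alternative. Of the 64 columns of that table, 63 follow the scanner values of their sample closely, with a log2 correlation of at least 0.965, and the column of sample 263 has a log2 correlation of 0.771. The slide, sector and scan date of a hybridization are not given in the sources used here, so batches of that kind were not modelled. Measurements of the water were used as the authors recorded them for each sample, except that bacterial production, labelled in mg C in the deposited records, is given in the µg C of the paper with the numbers unchanged.

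Median pixel intensities of the 124 hybridizations were quantile normalized together with control spots left out, the spots of a probe were averaged, log2 was taken, and the hybridizations of a sample were averaged. A sample is 1 water sample with its own RNA extract; hybridizations are technical repeats. Background was the mean of the lowest 5% of the normalized intensities, and a probe counted as expressed above that mean plus 3 SD in at least 2 samples, which is the rule of the paper. Median raw intensity per hybridization ran from 366.8 to 4071.5, and the ratio of the median to the lowest signals from 1.45 to 1099.6.

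Samples were placed in 12 groups by season and zone from their labels. The baseline of a season was the 2 samples that Fig. 5 leaves out, which differs from the methods of the paper for June and August, where only 1 of the 2 is from Beaver Army. Probes were tested with limma 3.58.1 in R 4.3.3 (linear model on group means, moderated by eBayes) and adjusted by the method of Benjamini and Hochberg over the 2222 expressed probes of each comparison. Comparisons within a season that take a single zone, and those of plume and ocean with estuary, use the same fit. April and August were compared by the means of their zone groups, freshwater included, with the same weight for each zone. The difference of 2 changes from freshwater was tested as an interaction. A direction is read only where the probe or list passes in at least 1 of the settings compared.

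Ratios to freshwater are differences of log2 from the mean of the baseline samples of the season. Cluster membership was taken from Fig. 5. A probe is higher in a cluster where its mean log2 ratio exceeds 1, the rule fixed before the data were seen, or where it lies more than 2-fold above in at least 2 samples of the cluster, the rule of the legend of Fig. 9, taken up afterwards. Whole profiles were compared with adonis2 of vegan 2.7.1 on 1 minus the Pearson correlation, with season and zone as marginal terms and 9999 permutations. Branches of samples were made by complete linkage on the same distance.

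Lists of probes were made from the annotation by words fixed before the data were seen: nitrate assimilation, nitrate dissimilation, nitrogen fixation, ammonium uptake and assimilation, ammonia oxidation, RuBisCO, carbonic anhydrase, CstA, CsrA, light, and methane and CO oxidation. The lists of urea use, methanogenesis, chitin and polymer degradation, and housekeeping have 0 members. The list called CstA takes every annotation with carbon starvation, also carbon starvation-induced and regulatory proteins. The word for nitrate assimilation was matched at the start of a word, so that dissimilatory genes stay out. Nitrate dissimilation also takes nitrate and nitrite reductases whose annotation names neither path, so counts of these lists depend on annotation wording. An added list holds alcohol and succinate dehydrogenases. Lists were tested with camera at its preset correlation of 0.01, again with an estimated correlation, and with fry, and adjusted over all lists and seasonal comparisons. Phyla with at least 20 probes were tested as lists in the same way, a choice made after the data were seen.

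Genes are named by a rule fixed beforehand: for each seasonal comparison with freshwater and for April with August, the 8 largest rises and 8 largest falls that pass with at least 90% of samples in the same direction, and the member of each list with the largest change that passes. Genes of the clusters of Fig. 5 and of the comparison of plume and ocean with estuary were chosen after the values were seen.

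Water measures were compared and related with permutation tests in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1), exact where the groups allow it and with 100000 permutations otherwise. Figures were drawn with matplotlib 3.10.9. The tests across probes were tested on simulated data: with 100 of 2222 probes changed by log2 2, 88% were recovered against freshwater in April and 100% between April and August, and 0 probes were called where none was changed. That noise was independent between probes and between samples, so the 0 calls do not show how many false calls these data give. Grouping was tested on 100 splits of the samples, the real one included.

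Alternatives fixed beforehand change the source of the values, the background (normexp with an offset of 50), the scaling (75th percentile), the hybridizations used, the probe filter, the model (8 groups, array weights, eBayes with a trend), the threshold (unadjusted p under 0.001) and the baseline. Further ones, chosen after seeing the data, use the mean of the pixels or leave out sample 263 or the samples whose repeats had an R2 under 0.8. With array weights the fit of the weights stopped before it had converged. The supplementary tables and figures of the paper were not used here.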

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

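The tests of the hybridization round and of the splits of plume and ocean with estuary samples were chosen only after the results were seen; the others were written down before their own results were seen, that of the error of the baselines after the rest of the results. The 56 groups of samples and measures with at least 4 samples were searched for a sample far from the others, which chance alone gives in about 1 of 20 groups. Samples 336, 50 and 339 were hybridized 1 time.

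Sample 336 had 987 probes more than 2-fold from freshwater, where the other June plume and ocean samples had 124 to 572. Its R2 with the June baseline was 0.1965, where the others had 0.5365 to 0.8685. Sample 50 had 645 such probes, where the other August plume and ocean samples had 118 to 136. Its R2 with the August baseline was 0.5385, where the others had 0.8724 to 0.8802. Over the carbon probes, June estuary sample 339 had a median log2 ratio of −0.0022, where the others had 0.0195 to 0.0226. June plume and ocean sample 310 held 59.1 µg/L total RNA, where the others held 0.92 to 12.2 µg/L. It also held 10.0 µg/L chlorophyll a, where the others held 0.16 to 4.4 µg/L. Its production was 1.09 µg C L-1h-1, where the others had 0.11 to 0.47. Nitrate in August plume and ocean sample 43 was 11.66 µM, where the others held 0 to 0.51 µM. The change from freshwater in April differed from that in August in 31 probes.

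Samples of different waters share near-identical profiles: of 124 hybridizations, 59 lay closest to a hybridization of another sample, 55 of them of the same season. A shared technical pattern of a hybridization round is a candidate explanation, and of the 50 such hybridizations where both samples had repeats, 72% had a closest neighbour with the same hybridization number, above the 66% that 95% of permutations stay under (median 50%). This is consistent with a technical share in the closest profiles. Similar waters are the other explanation: 41 of the 59 shared season and zone with their neighbour. The data do not separate these, since samples of a season may have been hybridized together, and 72% leaves room for both.

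The number of probes more than 2-fold from freshwater differs widely between samples. Noise between the hybridizations of a sample would raise it, but the number had no clear relation with noise (rho = −0.087, permutation p = 0.546, n = 50), and with a bootstrap range of −0.371 to 0.214 a weak relation cannot be told from none. Low signal over background could raise it as well, and the relation was rho = 0.068 (permutation p = 0.616, n = 56; bootstrap range −0.199 to 0.338), which speaks against it as a main cause over all samples. Within August it stays open: rho was −0.32 (p = 0.307, n = 12), and r was −0.777 without the 2 farthest samples (p = 0.00774). Without such samples r was −0.408 in April (p = 0.146), −0.062 in June (p = 0.865) and 0.063 in November (p = 0.844). With all samples November went the other way (r = 0.50, p = 0.0419, adjusted p = 0.337; rho = 0.16, n = 14). A change in the waters themselves was not tested and stays open as well.

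Ratios to freshwater group by season, and differences between the seasonal baselines could make them do so. In Euclidean distances season went with 31.3% of the distance between ratios with 1 common baseline and with 26.9% with the seasonal baselines (40.7% in distances of 1 minus the correlation). A common baseline leaves the season differences of the profiles themselves in, so a share that does not fall decides nothing. Error of the baselines, taken from the difference between the 2 samples of each, makes 33.3% of the season sum of squares of the ratios in the median (27.8% to 37.8% over the 8 choices of signs). That is neither the 50% or more expected of a main cause nor under 33% throughout, so a part made by the baselines cannot be told apart from a part made by the waters. Season and cruise remain the same thing in these samples.

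April and August differ in more probes than chance allows: of 100 splits 1, the real one with 1415 probes, gave as many, and the highest other gave 225. For plume and ocean against estuary chance cannot be excluded as firmly. In April 3 of 100 splits gave as many as the real 97, the highest other 302. That 1 split calls more than 3 times the real count, which points to a structure of the samples. In June 2 splits gave as many as the real 426, the highest other 438. In August only the real split, 1 of 100, gave 47, the highest other 43. In November the real count is 0, which any split reaches, so the splits say nothing about zone there. Of the other November splits 19 called probes, the highest 1095, which points to a structure of those samples.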

How the results depend on the processing

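Of the alternatives, those without sample 263, with the deposited normalized intensities without it, without poorly repeated samples, with the mean of the pixels, and with the Fig. 9 rule for clusters were chosen only after seeing the data. The others were fixed beforehand. Over the main results, 1108 alternatives gave the same, 150 moved a value by more than 1.5 times, 2 gave a stronger and 8 a weaker relation. Some alternatives cannot move a result, such as leaving out a freshwater sample of another season for the similarity with salinity. The number that gave the same therefore does not measure how firm the results are. A block for slide and scan batches was not run, since those are not recorded for the hybridizations. No paired analysis was run: of the 56 samples outside the freshwater baseline, 2 have a freshwater sample of the same station and day. Where a result moved, the cause was not tested. The median signal over background was 3.93 (1.45 to 1099.6), and the filter for probes expressed in all samples leaves 1379 of 2222. Offshore stands for plume and ocean, and probes that pass are counted unless another value is named.

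Of the 64 samples, 16 were left out in turn for the counts by limma and its lists: the 8 freshwater samples, the 4 of the June estuary and the 4 of August offshore. Without a freshwater sample the baseline of its season is 1 sample, and the spread comes from the other groups. The lowest and highest counts against freshwater were 7 and 78 for April (68 with all samples), 0 and 0 for June (0), 0 and 4 for August (4) and 0 and 3 for November (0). For April with August they were 1230 and 1416 (1415), for the April and August changes compared 0 and 36 (31) and for those of June and November 0 and 1 (0). Zone by zone they were 0 and 23 for the April estuary (9), 42 and 145 for April offshore (140), 0 and 13 for the June estuary (4), 0 and 12 for June offshore (12), 0 and 1 for the August estuary (0), 2 and 9 for August offshore (6), 0 and 3 for the November estuary (0) and 0 and 2 for November offshore (0). Offshore against estuary they were 95 and 100 in April (97), 242 and 462 in June (426), 7 and 49 in August (47) and 0 and 0 in November (0). With only the 8 freshwater samples left out in turn, probes more than 2-fold from baseline ran from 1703 to 1761 (1709), and higher probes from 0 to 20 in cluster A (0), 31 to 48 in B (31), 17 to 84 in C (19), 140 to 152 in D (140) and 292 to 340 in E (311). The r of similarity with salinity ran from −0.37 to −0.36 in April, −0.34 to −0.19 in June, −0.20 to −0.02 in August and −0.12 to −0.04 in November, and the mean carbon ratio in April from −0.074 to −0.056. Over all 16, lists in April with August and against freshwater ran from 30 to 39 for RuBisCO (39), 62 to 69 for the added dehydrogenases (68), 38 to 49 for ammonia oxidation (48), 137 to 158 for ammonium (157), 55 to 70 for CstA (66), 25 to 34 for CsrA (32), 78 to 91 for carbonic anhydrase (91), 20 to 24 for light (23), 49 to 61 for methane and CO oxidation (60), 204 to 247 for nitrate assimilation (245), 245 to 302 for nitrate dissimilation (301) and 183 to 218 for nitrogen fixation (217). Season differences in water measures ran from 16 to 22 (21), with only the 8 samples of the June estuary and of August offshore left out.

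With 75th percentile scaling the counts against freshwater became 45 in April and 2 in August, 10 for the April and August changes compared, 2 in the April estuary, 2 in June offshore and 3 in August offshore. Offshore against estuary they became 51 in April and 5 in August. Higher probes became 11 in cluster A, 456 in D and 494 in E, the light list became 15, the carbon ratio in April turned to 0.233, and the ammonia oxidation list in November turned from −0.090 to 0.060 (p = 0.0399).

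With the first hybridization alone the counts against freshwater became 23 in April, 1 in June and 2 in August, 1 for the April and August changes compared, 1 in the April estuary and 75 in April offshore. Cluster A had 5 higher probes, and the branches separated 18 samples (p = 0.113) where 29 were separated before.

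With array weights the counts against freshwater became 863 in April, 8 in June, 47 in August, 425 for the April and August changes compared, 434 in the April estuary, 968 in April offshore, 177 in the June estuary, 24 in June offshore, 115 in the August estuary, 89 in August offshore and 286 in November offshore. Offshore against estuary they became 197 in April, 1225 in June, 320 in August and 740 in November. Lists became 67 for RuBisCO, 126 for the added dehydrogenases, 82 for ammonia oxidation, 285 for ammonium, 115 for CstA, 54 for CsrA, 150 for carbonic anhydrase, 38 for light, 104 for methane and CO oxidation, 453 for nitrate assimilation, 542 for nitrate dissimilation and 385 for nitrogen fixation.

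With 1 freshwater baseline for all seasons the counts became 1100 in April, 23 in June, 188 in August and 264 in November, with 4 higher probes in cluster A and 17 in B, and the carbon ratio in April became −0.211. This baseline leaves the differences between seasons in. Calls turned to higher for PII of Marinobacter sp. ELB17 (−1.46 to 0.71, unadjusted p = 0.00323) and a carbon starvation-induced protein of Algoriphagus sp. PR1 (−1.79 to 0.55, p = 0.00533). Calls were lost, with values near 0 and p from 0.238 to 0.49979, for the RuBisCO small subunit of Nitrosomonas europaea (−1.15 to 0.10), CsrA of Geobacter sulfurreducens (−1.735 to 0.14), the sensory rhodopsin II transducer of Magnetospirillum magneticum (−1.78 to 0.23) and, in August, CstA of Thermosipho melanesiensis (−1.84 to 0.21).

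At an unadjusted p under 0.001 the counts became 1 in June, 2 in November, 872 for April with August, 29 in the April estuary, 9 in the June estuary, 4 in the August estuary, 16 in August offshore, 5 in November offshore and 218 for June offshore against estuary. Lists became 25 for RuBisCO, 27 for ammonia oxidation, 102 for ammonium, 40 for CstA, 13 for CsrA, 14 for light, 35 for methane and CO oxidation, 152 for nitrate assimilation and 183 for nitrate dissimilation.

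With the normexp background the counts became 2 in August, 12 for the April and August changes compared, 4 in the April estuary, 0 in the June estuary and 4 in June offshore, with 7 higher probes in cluster A and 38 in C. With probes expressed in all samples they became 2 in August, 3 in August offshore and 59 for April offshore against estuary, and 22 for RuBisCO, 9 for light, 39 for methane and CO oxidation and 163 for nitrate dissimilation. With 8 groups they became 0 in August and 11 for the April and August changes compared. With Beaver Army as the only baseline they became 0 in August, 0 for the changes compared, 0 in June offshore and 2 in August offshore, with 10 higher probes in cluster A. Without the samples hybridized once they became 5 in November, 26 in the April estuary, 19 in the June estuary, 1 in the August estuary, 9 in November offshore and 13 for August offshore against estuary, with 8 higher probes in cluster A. With a trend in eBayes the August estuary had 2.

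With the deposited normalized intensities the April estuary had 40 and April offshore against estuary 53, and without sample 263 these were 19 and 60. From the scanner values without sample 263 they were 25 and 64. Without poorly repeated samples June offshore had 5. By the Fig. 9 rule clusters A to E had 192, 144, 321, 394 and 628 higher probes.

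The share of zone in whole profiles rose from 4.005% to 6.54% (p = 0.0104) with Euclidean distances and to 6.73% (p = 0.0011) with log2 ratios. Expressed in all samples were 1379 probes, and 1001 were more than 3-fold from baseline. Oxygen with salinity became −0.27 (adjusted p = 0.385) in June and −0.14 (adjusted p = 0.704) in August with all samples of the season, and −0.65 (adjusted p = 0.134) in August with the estuary alone. With a DOC of 0 kept, DOC with salinity in April became 0.45 (adjusted p = 0.0862). With RNA and production on a log10 scale and chlorophyll a linear, RNA with chlorophyll a became 0.64 in August and 0.50 in November (adjusted p = 0.0658 in both). Production with chlorophyll a in November became 0.43 (adjusted p = 0.121). With surface samples alone 0 season differences in water measures passed.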

Differences from the paper's values

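The Fig. 9 rule for higher probes and the August subsets of samples were taken up only after the results were seen; the other settings compared here were fixed beforehand.

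Probes higher than freshwater number 160 in the paper and 0 here in cluster A, 135 and 31 in B, 301 and 19 in C, 372 and 140 in D, and 575 and 311 in E, by the mean over the cluster. Counted in at least 2 samples of the cluster they number 192 in A, 144 in B, 321 in C, 394 in D and 628 in E, which closes the gap. The 75th percentile scaling closes it for D (456) and E (494), and the normexp background for E (399); the other planned settings do not. For clusters C to E together the paper gives about 500, chosen by self-organizing maps and an analysis of variance at P below 0.001, and 111 are found here by another rule, a mean over the samples of more than 2-fold. The rule of at least 2 samples gives 900, 75th percentile scaling 289 and the normexp background 170, and the other settings run on that count (baselines, hybridizations and deposited intensities) give 88 to 139, so none of them comes within 1.5 times of the paper's number.

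The paper has the carbon genes relatively high in 13 April samples and 5 June ocean samples. It states no threshold and shows a selected set of genes. Here 0 April samples and 0 June plume and ocean samples have more of these probes above than below freshwater. The 75th percentile scaling closes the gap in April (15 of 16 samples) but not in June (2 of 10). The other settings of the values and of the baseline give 0 or 1 in April and 0 to 2 in June, and do not close it.

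The paper has many of the light genes at least 2-fold higher in the April samples. Here 3 of 37 are 2-fold higher and 4 lower against cluster A, 2 and 3 against the June baseline and 1 and 1 against the November baseline. Over the whole list the median fold is 0.996 over cluster A, 0.955 over the June baseline and 1.08 over the November baseline. The 75th percentile scaling closes the gap over the November baseline (1.76, with 15 higher and 2 lower), but not over cluster A (1.13) or the June baseline (0.918). The other settings of the values, and Beaver Army as the only baseline, do not close it.

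The lowest oxygen in the paper is 7 mg/L, and 4.64 mg/L here over the array samples, with no other setting run. For August, the lowest R2 among chlorophyll a, production and RNA is 0.8 in the paper, for the estuary and plume, and 0.523 here over all August samples. It is 0.404 with the y axis alone on a log10 scale, 0.4995 without freshwater samples and 0.150 in the estuary alone, and none of these closes the gap. The plume is not told apart from the ocean in the labels. The paper gives negative values as R2 for oxygen (−0.86 in August), as r can be, so its R2 may be r. Read as r, its 0.8 stands beside a lowest r of 0.72 here over all August samples, 0.71 without freshwater samples and 0.39 in the estuary alone. That reading closes the gap over the wider groups but not in the estuary alone. The paper's own group, estuary with plume, was not run.

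Some statements differ in direction or ranking. The paper places the highest phosphate in the coastal ocean in August, while the highest mean offshore is that of November here (0.957 µM), with plume and ocean taken together. That rank of November rests on sample 168, without which the highest mean is that of June. The paper has RNA higher in the plume in April than in June. With plume and ocean taken together, which is a wider group, the means here are 10.7 and 10.9 µg/L (adjusted p = 0.996), while the medians of 8.49 and 6.335 µg/L go the way of the paper, as chlorophyll a does (means of 7.205 and 2.47 µg/L, adjusted p = 0.145). The paper gives an R2 over 0.98 for the repeat hybridizations plotted in Fig. S2, which were not analysed here, and the median over all 62 pairs of repeats is 0.895.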

Other observations

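Plume and ocean samples differed from estuary samples in single genes; these genes, and the tests of phyla as lists, were chosen after the values were seen. Zone is not separated from sampling day or station in these comparisons: the 4 June estuary samples come from 1 day, the 6 April ones from 1 station on 1 day, and 1 of the offshore samples of the 4 seasons was taken on a day of the estuary samples of its season. In June the nitrogenase alpha chain of Pelodictyon phaeoclathratiforme (log2 3.78 ± 0.80 SE, adjusted p = 0.000706), a nitrogen fixation protein of Oceanobacillus iheyensis (3.42 ± 0.61, adjusted p = 6.90e-05), the carbonic anhydrase of Planctomyces maris (3.37 ± 0.67, adjusted p = 0.000330), P-II of Alcanivorax borkumensis (3.21 ± 0.68, adjusted p = 0.000702) and NifB of Dechloromonas aromatica (2.75 ± 0.59, adjusted p = 0.000832) were higher offshore (n = 10 and 4). Lower offshore were the periplasmic nitrate reductase of Nitratiruptor (−3.29 ± 0.37, adjusted p = 4.51e-09), NifB of Hydrogenobaculum (−3.25 ± 0.50, adjusted p = 5.35e-06), a probe annotated as RuBisCO large subunit of Chlorobium tepidum (−2.93 ± 0.34, adjusted p = 4.51e-09) and the carbon monoxide dehydrogenase CooF of Archaeoglobus fulgidus (−2.54 ± 0.36, adjusted p = 6.34e-07). Nitrogenase fixes nitrogen gas, and CooF passes on electrons from carbon monoxide.

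In April the nitrogen sensor NtrB of Geobacter lovleyi (2.79 ± 0.29, adjusted p = 6.34e-10) and a carbon storage regulator of Planctomyces maris (1.81 ± 0.31, adjusted p = 6.26e-05) were higher offshore, and the nitrite reductase small subunit of Moritella (−1.97 ± 0.28, adjusted p = 2.98e-06), a carbon starvation-induced protein of Blastopirellula marina (−1.84 ± 0.31, adjusted p = 6.26e-05) and the formate-dependent nitrite reductase of Photobacterium profundum (−1.75 ± 0.20, adjusted p = 3.50e-09) were lower (n = 10 and 6). In August P-II of Chlorobium phaeobacteroides (2.20 ± 0.46, adjusted p = 0.00748) was higher offshore, and NapB of Ralstonia pickettii (−2.95 ± 0.59, adjusted p = 0.00748) and an alcohol dehydrogenase of Thermotoga maritima (−2.72 ± 0.64, adjusted p = 0.0120) were lower (n = 4 and 8).

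Light, particles and uptake rates were not used here. Samples that set season apart from hybridization round, with as many freshwater as estuary samples, would be needed to tell these effects apart.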
